# Transcriptional response of BALB/c mouse thyroids following *in vivo* astatine-211 exposure reveals distinct gene expression profiles

**DOI:** 10.1186/2191-219X-2-32

**Published:** 2012-06-14

**Authors:** Nils Rudqvist, Toshima Z Parris, Emil Schüler, Khalil Helou, Eva Forssell-Aronsson

**Keywords:** Astatine-211, Radiobiology, Normal tissue damage, Gene expression, Radionuclide therapy

## Abstract

**Background:**

Astatine-211 (^211^At) is an alpha particle emitting halogen with almost optimal linear energy transfer for creating DNA double-strand breaks and is thus proposed for radionuclide therapy when bound to tumor-seeking agents. Unbound ^211^At accumulates in the thyroid gland, and the concept of basal radiation-induced biological effects in the thyroid tissue is, to a high degree, unknown and is most valuable.

**Methods:**

Female BALB/c nude mice were intravenously injected with 0.064 to 42 kBq of ^211^At, resulting in absorbed doses of 0.05 to 32 Gy in the thyroid gland. Thyroids were removed 24 h after injection; total RNA was extracted from pooled thyroids and processed in triplicate using Illumina MouseRef-8 Whole-Genome Expression Beadchips.

**Results:**

Thyroids exposed to ^211^At revealed distinctive gene expression profiles compared to non-irradiated controls. A larger number of genes were affected at low absorbed doses (0.05 and 0.5 Gy) compared to intermediate (1.4 Gy) and higher absorbed doses (11 and 32 Gy). The proportion of dose-specific genes increased with decreased absorbed dose. Additionally, 1.4 Gy often exerted opposite regulation on gene expression compared to the other absorbed doses. Using Gene Ontology data, an immunological effect was detected at 0.05 and 11 Gy. Effects on cellular response to external stress and cell cycle regulation and proliferation were detected at 1.4 and 11 Gy.

**Conclusions:**

Conclusively, the cellular response to ionizing radiation is complex and differs with absorbed dose. The response acquired at high absorbed doses cannot be extrapolated down to low absorbed doses or vice versa. We also demonstrated that the thyroid - already at absorbed doses similar to those obtained in radionuclide therapy - responds with expression of a high number of genes. Due to the increased heterogeneous irradiation at low absorbed doses, we suggest that this response partly originates from non-irradiated cells in the tissue, i.e., bystander cells.

## Background

Since the first measurement of clonogenic cell survival of HeLa cells exposed to X-rays in 1955 [1] and up to the early 1990s, radiobiological research has mainly focused on cell death and survival with an approach from the target-cell hypothesis. It was believed that the direct killing of parenchymal and vascular endothelial cells successively led to organ failure [2,3]. In addition, the time interval between exposure and manifestation of late normal tissue effects was considered to be ‘silent’, without any signs of tissue damage. For acute normal tissue damage, the target-cell hypothesis is still viable; however, it is not as reliable for modeling late normal tissue damage [4]. The discovery of early radiation-induced cytokine cascades in 1995 was a major step towards new concepts in radiobiology [5]. These findings, together with the identification of the bystander effect and studies of late side effects such as radiation-induced fibrosis, sequentially lead to a paradigm shift where the basal mechanisms of the cellular and molecular response to ionizing radiation now receive much focus [2,5,6]. Now, the cellular response to ionizing radiation may be seen as an orchestrated reaction where cell loss and gene expression both play important roles.

Astatine-211 (^211^At), an α-decaying radiohalogen, is considered to be an optimal therapeutic radionuclide with a mean dose-average linear energy transfer of 98.8 keV/μm, [7]. ^211^At-labeled tumor-seeking agents have been used in trials on both animals and humans [8-11]. However, metabolism of ^211^At-labeled substances involves release of ^211^At and uptake in, e.g., the thyroid gland. It has been shown that, while iodine is primarily transported into the thyroid follicle cells through the sodium-iodide symporter (NIS), astatine transport is less dependent on NIS [12].

The function of a cell is regulated by the expression of its genes. The level of gene expression is regulated by signal transduction pathways, which are biochemical signals that may originate within and/or outside the cell. A snapshot of cellular activity in response to external stimuli (e.g., ionizing radiation) can be obtained by measuring gene expression at the transcriptome level. In the present study, this is performed using high-throughput microarray analysis.

Earlier studies of radiation-induced transcriptional changes have mainly been performed *in vitro* in a controlled environment [13,14]. Few *in vivo* studies have been reported from animal experiments. Significant differences in gene expression signatures were observed for X-ray-exposed mouse brain, rectum, and kidney, varying between the different tissue types and time after exposure [15].

The aim of this study was to investigate *in vivo* thyroidal response in mice to ^211^At exposure by using gene expression analysis to determine potential dose–response relationships. Also, we wanted to validate genes suggested as biomarkers for radiation damage.

## Methods

### Radionuclides and radioactive measurements

^211^At was produced at the Cyclotron and PET Unit at Rigshospitalet in Copenhagen, Denmark, using the ^209^Bi(α,2n)^211^At reaction, and free ^211^At was prepared as described previously [16]. A gamma counter (Wallac 1480 Wizard® 3", Wallac Oy, Turku, Finland) was used to measure the activity in stock solutions and syringes before and after injection.

### Absorbed-dose calculations

The mean absorbed dose was calculated according to conventional Medical Internal Radiation Dose formalism:

(1) $${\bar{D}}_{\text{thyroid}}=\frac{{Ã}_{\text{thyroid}}\;\text{×}\;\sum n_{\text{i}}E_{\text{i}}\;\text{×}\;{\text{ϕ}}_{\text{i}}}{m_{\text{thyroid}}}$$

where *Ã*_thyroid_ is the cumulated activity in the thyroid gland, *n*_i_ is the yield of the radiation *i* with energy *E*_i_, ϕ_i_ is the absorbed fraction for radiation *i* in the target tissue, and *m*_thyroid_ is the mass of the thyroid [17].

The cumulated activity was calculated using previously published biodistribution data, where percentage of injected activity were given at *t* = 0, 1, 2, 4, 6, and 24 h after injection for a number of organs [18]. Then, to derive the cumulated activity, the trapezoidal rule was used to interpolate between two consecutive time points. Consequently, the relationship between cumulated activity and injected activity (IA) was determined to be *Ã* = 2,100*IA. The absorbed fraction was set to 1 as the mean range for alpha particles emitted from ^211^At is about 65 μm, and a standard thyroid mass of 3 mg was used (equal to roughly 3 μl) [19]. Furthermore, the absorbed-dose calculations only included energy deposited from alpha particles emitted from ^211^At and its daughter nuclide ^211^Po located in the thyroid.

### Animal experiment

Twenty-one female BALB/c nude mice aged 6 months were divided into six groups and weighed. The mice in five groups were intravenously injected in the tail vein with 0.064, 0.64, 1.8, 14, and 42 kBq ^211^At diluted in phosphate-buffered saline (pH 7). The sixth group was used as controls and treated with an empty syringe. The animals were killed after 24 h by cardiac puncture under anesthesia with pentobarbitalnatrium. The thyroids were collected, immediately snap-frozen in liquid nitrogen, and stored at −80°C until analysis. The absorbed doses delivered to the thyroids were 0.05, 0.5, 1.4, 11, and 32 Gy during 24 h.

### Gene expression analysis

Thyroid tissue from animals in the same group was pooled, and total RNA was extracted using the RNeasy Lipid Tissue Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer's instructions. The RNA samples were processed in triplicate at the Swegene Center for Integrative Biology Genomics DNA Microarray Resource Center (SCIBLU, Lund, Sweden) using MouseRef-8 Whole-Genome Expression Beadchips (Illumina, San Diego, CA, USA). Images and raw signal intensities were acquired using the Illumina BeadArray Reader scanner and Illumina BeadScan 3.5.31.17122 (Illumina, San Diego, CA, USA) image analysis software, respectively. Data preprocessing and quantile normalization were applied to the raw signal intensities using the web-based BioArray Software Environment system provided by SCIBLU. Further data processing was performed in Nexus Expression 2.0 (BioDiscovery, El Segundo, CA, USA) as previously described [20]. Differentially expressed transcripts (≥1.5-fold change) were identified with a Benjamini-Hochberg adjusted *p* value cutoff of <0.01, while enriched Gene Ontology (GO) terms associated with a gene set were identified using a *p* value cutoff of <0.05. The GO data obtained from the Nexus software were further analyzed and categorized using a web-based GO term search function [21,22]. Gene expression data discussed in this publication have been deposited at the NCBI's Gene Expression Omnibus [GEO:GSE32306].

The Human Protein Atlas and UniGene were used to establish normal expression of genes at the protein level in human thyroid and transcriptional level in mouse thyroid, respectively [23,24]. This analysis was only performed for differentially expressed genes common to all absorbed doses. In addition, the expression level of genes reported in the literature as potential biomarkers for retrospective dosimetry was investigated [13,14].

## Results and discussion

## Results

### General transcriptional changes

Distinct gene expression profiles were found in ^211^At-irradiated mouse thyroid tissue exposed to different absorbed doses (0.05, 0.5, 1.4, 11, or 32 Gy), compared to non-irradiated controls (Table 1 and Additional file 1). 

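Thyroids of 21 female mice in 6 groups were taken 24 h after injection, 5 groups with 211At and 1 with an empty syringe. The injected activities were 0.064, 0.64, 1.8, 14, and 42 kBq for absorbed doses of 0.05, 0.5, 1.4, 11, and 32 Gy. The array labels give 11.2 and 32.4 Gy in place of 11 and 32 Gy. The thyroids of each group were pooled before RNA extraction, and each RNA pool was run in triplicate on the MouseRef-8 Beadchip, which gives 18 arrays. In every value given here, n is therefore 3 arrays of 1 RNA pool, and a p-value of a gene measures only the spread between arrays of the same pools. A p-value of a gene list (camera) compares its genes with all others. It rests on the spread between genes and on a preset correlation of 0.01, and not on further pools. Before normalization, the median signal of the arrays was 95.1 to 109.9 in the non-irradiated controls and 86.3 to 102.1, 112.5 to 114.1, 89.8 to 115.3, 100.1 to 107.9, and 99.5 to 108.1 at the 5 absorbed doses in rising order. Between 10257 and 11328 probes were detected per array. The log2 values are those of the signals that the authors quantile-normalized. In these, the 6 arrays of 0.05 and 0.5 Gy share 1 distribution and the 12 arrays of 0, 1.4, 11, and 32 Gy another, with 75th percentiles of 171 and 232 (log2 difference 0.44). These 2 array sets were thus normalized separately, and the control arrays belong to only 1 of them. The median log2 ratio of all probes to the controls was −0.19 at 0.05 Gy and −0.19 at 0.5 Gy, against 0.00, −0.01, and −0.01 at 1.4, 11, and 32 Gy. For this reason, most values at 0.05 and 0.5 Gy stand beside the value after joint normalization, in which the non-normalized signals of all 18 arrays were quantile-normalized together. After joint normalization, the median log2 ratio was −0.01 at both of these doses.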

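At 0.05 and 0.5 Gy, the largest changes were in genes of secreted proteins of the salivary glands. Klk1b26, a tissue kallikrein of the submandibular gland that was not detected in the controls, was at least 198-fold higher at 0.05 Gy and at least 179-fold higher at 0.5 Gy, with log2 ratios of 7.87 ± 0.08 and 7.72 ± 0.08 (SE, n = 3 arrays of 1 pool per group). After joint normalization of the 2 array sets, these ratios were 8.14 and 7.90. Mup5, a major urinary protein, rose by 5.89 ± 0.07 and 6.01 ± 0.07 (6.48 and 6.57 after joint normalization). Cst10, a cystatin, was at least 241-fold lower at 0.05 Gy and at least 248-fold lower at 0.5 Gy, where no array detected it (log2 ratios −8.10 ± 0.07 and −8.17 ± 0.07; jointly −8.03 and −8.09). In the limma fit of all 18 arrays, an adjusted p under 0.01 and a change of at least 1.5-fold were found for 4300 probes at 0.05 Gy (268 higher, 4032 lower) and 4313 at 0.5 Gy (383 higher, 3930 lower). After joint normalization of the 2 separately normalized array sets, the counts were 1221 (666 higher, 555 lower) and 1938 (940 higher, 998 lower). Background correction of the non-normalized signals with neqc gave 2546 and 3592 probes, and 75th-percentile scaling 1287 and 2017.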

The highest number of differentially expressed transcripts (1,636 transcripts) was detected at 0.5 Gy, whereas the lowest absorbed dose (0.05 Gy) had a slightly lower impact on the transcriptome with 1,225 regulated transcripts. 

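Bpifa2, the parotid secretory protein, had log2 ratios of −5.08 ± 0.08 at 1.4 Gy and −2.05 ± 0.08 at 32 Gy (SE, n = 3 arrays of 1 pool per group), while that of −0.49 ± 0.08 at 11 Gy did not reach 1.5-fold. Prpmp5, a proline-rich salivary protein, had log2 ratios of −5.31 ± 0.10, −4.89 ± 0.10, and −5.34 ± 0.10 at 1.4, 11, and 32 Gy, and no array detected it at 1.4 Gy, where it was at least 33-fold lower. Mup5 rose by 3.27 ± 0.07, 5.26 ± 0.07, and 5.82 ± 0.07 at the same doses. Cst10 had −8.04 and −7.98 at 1.4 and 32 Gy, where no array detected it and it was at least 210- and 208-fold lower, and −3.36 ± 0.07 at 11 Gy, where all 3 arrays did. At these doses the arrays were normalized in the same set as the controls. The number of probes past an adjusted p of 0.01 and a change of 1.5-fold was 786 at 1.4 Gy, 849 at 11 Gy, and 644 at 32 Gy. After joint normalization with the 0.05 and 0.5 Gy arrays, it was 620, 714, and 531.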

The number of regulated transcripts for the higher absorbed doses (1.4, 11, and 32 Gy) was 544, 575, and 425, respectively. Furthermore, down-regulation was predominantly observed at lower absorbed doses (0.05 and 0.5 Gy), and up-regulation, at higher absorbed doses (11 and 32 Gy). 

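The genes that fell at 0.05 and 0.5 Gy included markers of blood cells and vessels. Hbb-b2, a beta globin, had log2 ratios of −2.27 ± 0.12 at 0.05 Gy and −2.65 ± 0.12 at 0.5 Gy (SE, n = 3 arrays of 1 pool per group), and −1.67 and −2.05 after joint normalization of the 2 separately normalized array sets. Of 5 erythrocyte genes, 4 were lower at 0.05 Gy and 4 at 0.5 Gy (3 and 3 jointly), with camera adjusted p of 4.5e-04 and 3.4e-04. None was called by limma at 1.4, 11, or 32 Gy, where 2, 4 and 0 had an unadjusted p under 0.05, and camera gave an adjusted p of 0.00892 at 11 Gy (0.0613 with an estimated correlation). Tek, an endothelial receptor, had ratios of −1.28 ± 0.10 and −1.70 ± 0.10 (jointly −0.68 and −1.09), and 10 and 10 of 11 endothelial genes were lower (2 and 7 jointly, camera adjusted p = 1.5e-06 and 5.4e-07), against 0, 1, and 0 at 1.4, 11, and 32 Gy (lower at an unadjusted p under 0.05: 2, 10 and 8). As a group, endothelial genes were also placed lower at 11 and 32 Gy (camera adjusted p = 2.1e-07 and 3.2e-05; 0.00147 and 0.00578 with an estimated correlation; medians −0.42 and −0.29), and not at 1.4 Gy (0.613). Lyz2, the macrophage lysozyme, had ratios of −1.86 ± 0.08 and −1.74 ± 0.08 (jointly −1.37 and −1.25), and 8 of 10 macrophage genes were lower at each of these doses (3 and 2 jointly, camera adjusted p = 3.0e-06 and 0.00141). At 0.5 Gy, 1 macrophage gene was higher (1 jointly). The macrophage receptor gene Mrc1 rose by 0.76 ± 0.09 at 1.4 Gy, where camera set the list higher (adjusted p = 0.00257, 0.0139 with an estimated correlation), and no macrophage gene was called by limma at 11 or 32 Gy, where 4 and 2 had an unadjusted p under 0.05. Among all probes called, 93.8% and 91.1% were lower at 0.05 and 0.5 Gy, 48.4% at 1.4 Gy, and 32.5% and 35.7% at 11 and 32 Gy. In the order 0.05, 0.5, 1.4, 11, and 32 Gy, the lower share was 45.5, 51.5, 49.2, 34 and 37.3% after joint normalization, 51.5, 51.4, 48.3, 43.3 and 41.4% with neqc, and 51.4, 55, 36.6, 60.3 and 43% with 75th-percentile scaling.

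**Figure D1:**
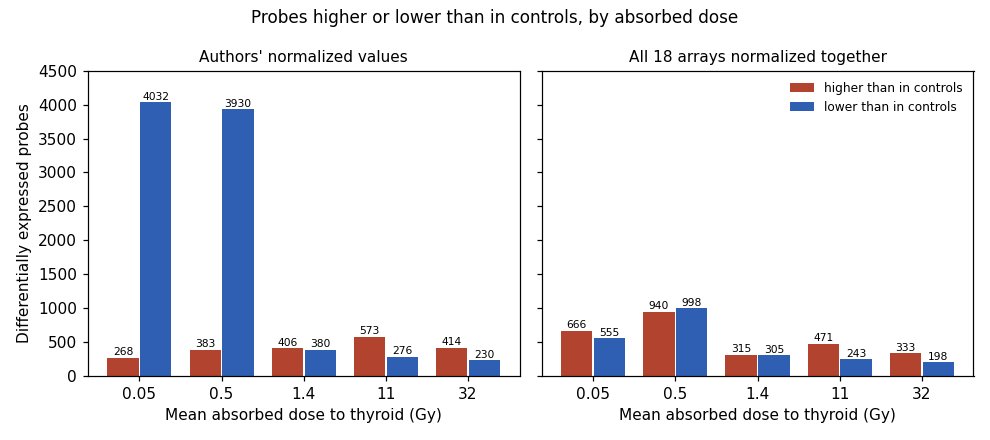
Probes called higher and lower than in the non-irradiated controls at each absorbed dose, from the authors' normalized values and after joint normalization of all 18 arrays. At 0.05 Gy, 4032 lower probes stand against 555 after joint normalization; at 11 Gy, 276 against 243.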

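At 1.4 Gy, genes of the immediate early response rose while genes of the amino acid response fell. Dusp1, a phosphatase of mitogen-activated kinases, and Egr1, a transcription factor, rose by 1.32 ± 0.08 and 1.05 ± 0.10 on the log2 scale (SE, n = 3 arrays of 1 pool per group), and 6 of 15 immediate early genes were higher (camera adjusted p = 5.8e-07). Egr1 lay lower at 11 and 32 Gy, with ratios of −0.99 ± 0.10 and −1.08 ± 0.10, and at 0.5 Gy (−1.37 ± 0.10, jointly −0.87, the arrays of that dose being normalized apart from the controls). Asns, asparagine synthetase, and Herpud1, a protein of the endoplasmic reticulum, fell by 0.87 ± 0.07 and 0.85 ± 0.09 at 1.4 Gy, where 4 of 14 genes of the endoplasmic reticulum stress and amino acid response were lower (camera adjusted p = 1.8e-06). The other doses had 5, 3, 1 and 1 lower members of this list at 0.05, 0.5, 11, and 32 Gy, and 1 and 2 at 0.05 and 0.5 Gy after joint normalization, where 1 and 3 were higher. For the immediate early list, camera gave an adjusted p of 0.378, 0.966, 0.0521, and 0.805 at 0.05, 0.5, 11, and 32 Gy. Fat genes rose too: Car3, a carbonic anhydrase of adipocytes, by 1.40 ± 0.09 and Lpl, lipoprotein lipase, by 0.83 ± 0.10, with 4 of 15 adipose genes higher (camera adjusted p = 5.2e-08). At 11 Gy, 4 adipose genes were lower, among them Lep, the hormone leptin (−1.53 ± 0.08). Among all probes called at 1.4 Gy, 406 were higher and 380 lower. Joint normalization gave 315 and 305, and 75th-percentile scaling 481 and 278.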

An intermediate phase was observed at 1.4 Gy, where an almost equal number of suppressed and induced transcripts were detected.

**Table 1:** Number of regulated transcripts

**Absorbed dose to the thyroid (Gy)**	**Number of differentially expressed transcripts**	**Number of up- and down-regulated transcripts**
0.05	1,225	↑ 338
		↓ 887
0.5	1,636	↑ 480
		↓ 1,156
1.4	544	↑ 284
		↓ 260
11	575	↑ 412
		↓ 163
32	425	↑ 293
		↓ 132

Total number of regulated (up- and down-regulated) transcripts in mouse thyroid glands after exposure to ^211^At. Up arrow, up-regulated transcript; down arrow, down-regulated transcript.

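Mucl1, a gene of a small mucin-like secreted protein, was called at 0.5 Gy and at no other dose. It was not detected in the controls and was at least 61.2-fold higher at 0.5 Gy, with a log2 ratio of 6.27 ± 0.11 (SE, n = 3 arrays of 1 pool per group; 6.48 after joint normalization of the 2 separately normalized array sets). Its ratios were −0.14 at 0.05 Gy (jointly 0.00), −0.04 at 1.4 Gy, −0.01 at 11 Gy, and 0.05 at 32 Gy, and the 5 doses differed from each other (limma F test, adjusted p = 8.0e-25). Fos, an immediate early transcription factor, was called at 1.4 Gy alone, with a ratio of 1.19 ± 0.11 against −0.10, −0.14, −0.04, and −0.12 at 0.05, 0.5, 11, and 32 Gy (jointly 0.33 and 0.30 at 0.05 and 0.5 Gy). The direct contrast of 1.4 Gy with the mean of the other 4 doses was 1.29 for Fos. Of the probes called at each dose, 14.6% at 0.05 Gy, 13.1% at 0.5 Gy, 35.6% at 1.4 Gy, 16.5% at 11 Gy, and 6.52% at 32 Gy were called at that dose alone. After joint normalization, the shares were 7.86, 38.3, 39, 4.9 and 5.27% in the same order. A probe called at 1 dose alone need not differ between doses, since the 5 ratios share the same 3 control arrays and a ratio just under 1.5-fold is not called.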

A high proportion of transcripts affected after exposure to 0.5 and 1.4 Gy were dose-specific (25% and 40%, respectively), whereas less than 8% of the transcripts detected at 0.05, 11, and 32 Gy were dose-specific (Figure 1 and Additional file 2). The high prevalence of down-regulation at the lowest absorbed doses (0.05 and 0.5 Gy) was common and unique for these treatment groups, among which 37% and 50% of the transcripts were down-regulated, respectively (Additional file 2).

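Some genes of DNA double-strand break repair were lower at 0.05 and 0.5 Gy. Xrcc6, a subunit of the Ku complex, had log2 ratios of −1.03 ± 0.08 at 0.05 Gy and −1.26 ± 0.08 at 0.5 Gy (SE, n = 3 arrays of 1 pool per group), against −0.14, −0.16, and −0.22 at 1.4, 11, and 32 Gy. Once the 2 array sets, which the authors had normalized separately, were normalized jointly, the ratios at 0.05 and 0.5 Gy were −0.50 and −0.74, and only that of 0.5 Gy was still called. Parp1, a poly(ADP-ribose) polymerase, had ratios of −0.98 ± 0.07 and −1.11 ± 0.07, and −0.38 and −0.51 jointly, not called. Of 19 DNA repair genes, 4 and 3 were lower at 0.05 and 0.5 Gy, and 0 and 1 after joint normalization. None was called by limma at 1.4, 11, or 32 Gy, where 5, 7 and 6 had an unadjusted p under 0.05. The list as a group did not differ from the other genes at any dose (camera adjusted p = 0.58, 0.672, 0.458, 0.805 and 0.472). Probes lower at both 0.05 and 0.5 Gy and called at no other dose made up 68% of the probes called at 0.05 Gy and 67.8% of those called at 0.5 Gy. After joint normalization, they made up 22.4% and 14.1%.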

**Figure 1:**
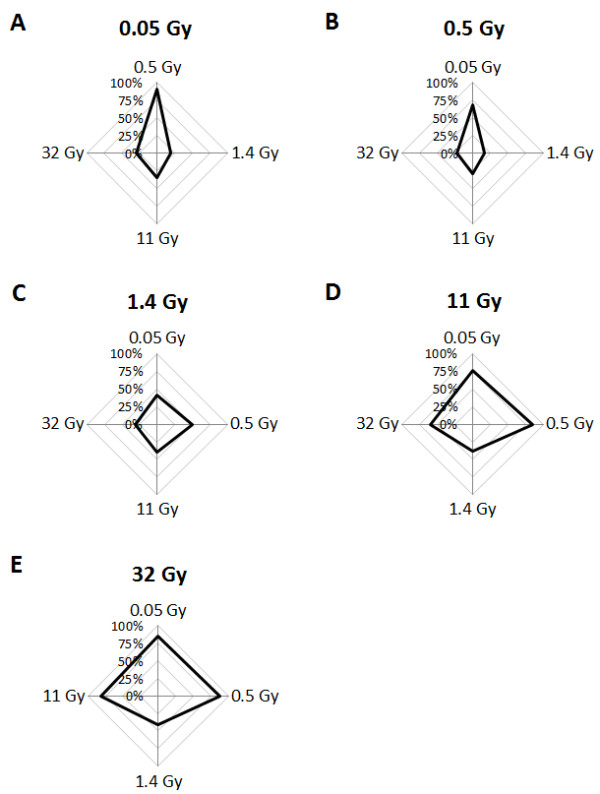
**Proportion of shared genes at the different absorbed dose levels.** The distribution of regulated transcripts is shown in a radar plot for the different absorbed dose levels: **(A)** 0.05 Gy, **(B)** 0.5 Gy, **(C)** 1.4 Gy, **(D)** 11 Gy, and **(E)** 32 Gy. For example, in (A), 91%, 18%, 36%, and 29% of the transcripts regulated at 0.05 Gy were also regulated at 0.5, 1.4, 11, and 32 Gy. For the exact distribution of regulated transcripts, see Additional file 2.

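Brown fat genes were lower at the 2 lowest doses. Slc27a2, a fatty acid transporter, had log2 ratios of −1.62 ± 0.08 at 0.05 Gy and −2.65 ± 0.08 at 0.5 Gy (SE, n = 3 arrays of 1 pool per group), and Cidea, a lipid droplet protein, −1.35 ± 0.06 and −2.06 ± 0.06. Joint normalization, in place of 2 separate sets, gave −1.03 and −2.05 for Slc27a2 and −0.94 and −1.71 for Cidea. Of 13 brown adipose genes, 9 and 10 were lower at 0.05 and 0.5 Gy (8 and 9 jointly; camera adjusted p = 4.6e-07 and 7.5e-10). Limma called 0 of them lower at 1.4, 11, and 32 Gy, where 5, 8 and 7 were lower at an unadjusted p under 0.05. The camera adjusted p was 0.0886, 0.00522, and 0.168, with a list median of −0.21 at 11 Gy, although 1 member, the coactivator Ppargc1a, rose by 0.76 ± 0.09 at 11 Gy and 0.83 ± 0.09 at 32 Gy. Of 15 adipose genes, 9 and 8 were lower at 0.05 and 0.5 Gy (2 and 6 jointly; camera adjusted p = 0.0218 and 0.00621), and only Dgat2 at 32 Gy (−0.66 ± 0.07; camera adjusted p = 0.00753). Among all probes called at 0.05 Gy, 83.7% were also called at 0.5 Gy, 7.81% at 1.4 Gy, 11.9% at 11 Gy, and 10.9% at 32 Gy. Joint normalization gave 87.3%, 21.9%, 48.9%, and 36.8%.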

### Effects of ^211^At irradiation on biological processes

Significantly expressed transcripts were associated to biological processes through gene ontology terms using the Nexus software (Table 2 and Additional file 3). 

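At 1.4 Gy, the genes that Additional file 3 names for its processes changed in both directions. For transport, 14 of 16 measured genes named as up-regulated were called higher here, and 29 of 29 named as down-regulated were called lower (jointly 12 and 28). For chemotaxis, the counts were 6 of 6 up and 2 of 2 down (jointly 5 and 0), and for the response to hypoxia 3 of 3 up (3 jointly). For thyroid hormone generation, 2 of 2 named genes were lower at 1.4 Gy, and 1 was higher and 1 lower at 11 Gy. Over the 26 processes given for 1.4 Gy, 57 of 62 genes named as up-regulated were higher and 81 of 82 named as down-regulated were lower in the limma fit, and 49 and 70 after joint normalization. At 0.05, 0.5, 11, and 32 Gy, 22 of 30, 51 of 74, 71 of 71 and 62 of 63 were higher and 116 of 117, 200 of 201, 19 of 19 and 13 of 13 lower. For the separately normalized 0.05 and 0.5 Gy arrays, joint normalization gave 30 and 72 higher and 68 and 149 lower. These genes were chosen by the study from the same arrays, so the counts are no independent evidence, and 21 of 23 processes at 0.5 Gy have complete gene entries.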

The number of affected biological processes was highest at 1.4 Gy, with 27 affected processes. The affected biological processes were classified into seven broad GO terms: (1) immune response, (2) response to stimulus, (3) metabolism, (4) developmental process, (5) transport, (6) cellular process, and (7) system process (Table 2). Both 0.05 and 11 Gy induced an immunological response by regulating a general immune response (0.05 Gy), promoting thymic T cell selection (0.05 Gy), and by affecting B cell proliferation (11 Gy). In particular, absorbed doses of 0.5, 11, and 1.4 Gy had an impact on cellular response to stimulus, where 1.4 Gy affected biological processes connected to response to external stress. 

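Genes of antigen presentation were lower at 0.05 Gy. Cd74, the invariant chain of MHC class II, had a log2 ratio of −1.26 ± 0.07 (SE, n = 3 arrays of 1 pool per group; −0.78 after joint normalization of the 2 separately normalized array sets). H2-Ab1, a class II chain, had a ratio of −1.17 ± 0.07 (jointly −0.68). Of 9 MHC class II genes, 6 were lower at 0.05 Gy and 6 at 0.5 Gy (3 and 0 jointly). Camera gave an adjusted p of 4.5e-04 at 0.05 Gy and 0.00956 at 0.5 Gy, the latter 0.0597 with an estimated correlation, and limma called 0 members at 1.4, 11, and 32 Gy (0, 4 and 1 with an unadjusted p under 0.05). Cd27, a receptor of B and T cells, rose by 0.64 ± 0.11 at 11 Gy and was the only one of 9 B cell genes called there, but not after joint normalization (0.44). At 0.05, 0.5, 1.4, and 32 Gy, limma called 0 B cell genes, and 2, 3, 2 and 1 had an unadjusted p under 0.05 (jointly, 1 was higher at 0.5 Gy). None of 12 T cell and thymus genes was called by limma at any dose, with 5, 6, 1, 2 and 2 at an unadjusted p under 0.05, and no member was detected on all 3 arrays of any group. The T cell and B cell lists had median ratios of −0.14 and −0.10 at 0.05 Gy (jointly 0.00 and 0.04), above the median of all probes, so that camera placed them above other genes, though not past its threshold at any dose (adjusted p = 0.472, 0.65, 0.842, 0.872 and 0.458 for T cells and 0.119, 0.23, 0.613, 0.601 and 0.613 for B cells in rising order of dose). Of the genes that the study itself assigned to thymic T cell selection at 0.05 Gy, 3 of 3 were lower (1 jointly), and of those assigned to B cell proliferation at 11 Gy, 2 of 2 were higher (1 jointly).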

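Several heat shock genes were lower at 0.05 and 0.5 Gy, and 1 at every dose. Hsph1, a chaperone of the Hsp110 class, had log2 ratios of −2.19, −2.10, −0.97, −0.98 and −0.71 at 0.05, 0.5, 1.4, 11, and 32 Gy (SE 0.08, n = 3 arrays of 1 pool per group). The jointly normalized values were −1.58 and −1.49 at the separately normalized 0.05 and 0.5 Gy. Dnajb1, a co-chaperone of Hsp70, fell at 0.05 and 0.5 Gy, with ratios of −1.53 and −1.31 (jointly −0.99 and −0.77). Of 11 heat shock genes, 8, 6, 1, 2 and 1 were lower in the same order of doses (2 and 5 jointly at 0.05 and 0.5 Gy). Camera gave adjusted p of 0.00162, 0.00621, 0.0448, 0.0191, and 0.0829, and the value of 1.4 Gy became 0.0711 with an estimated correlation. The genes that the study assigned to the response to unfolded protein at 0.5 Gy were lower in 6 of 6 cases (4 jointly), a choice made from these same arrays.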

Exposure to 1.4 and 11 Gy also affected biological processes and signaling pathways involved in cell cycle regulation and proliferation (1.4 Gy: small GTPase signal transduction and transmembrane receptor protein tyrosine kinase signaling pathway; 11 Gy: G protein signaling and G protein receptor protein signaling pathway). 

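The transcription factor gene Jun and the phosphatase gene Dusp1, both switched on by growth signals, rose at 11 Gy by 0.60 ± 0.07 and 0.59 ± 0.08 on the log2 scale (SE, n = 3 arrays of 1 pool per group), of which only Dusp1 was called after joint normalization (0.47 and 0.65). In the signaling groups that the study chose at 1.4 Gy, 2 of 2 genes were higher and 5 of 5 lower for small GTPases (jointly 2 and 5), and 4 of 5 higher and 1 of 1 lower for receptor tyrosine kinases (jointly 3 and 0). For G protein coupled receptors at 11 Gy, 7 of 7 were higher and 5 of 5 lower (jointly 4 and 3). Being drawn from the same arrays, these counts are not independent evidence. Of 21 cell cycle genes listed here, limma called 0 at every dose, and 10, 7, 4, 7 and 5 had an unadjusted p under 0.05 at 0.05, 0.5, 1.4, 11, and 32 Gy. The list medians were −0.13, −0.12, 0.00, 0.07 and 0.07 (jointly 0.04 and 0.06 for the separately normalized 0.05 and 0.5 Gy arrays). Camera gave adjusted p of 0.228, 0.0831, 0.78, 0.0831 and 0.0726, with the list set above other genes at 0.05 and 0.5 Gy because the median of all probes lay lower still.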

An effect on metabolism was observed in all irradiated groups; however, 0.5 Gy affected both the highest number of unique and nonunique metabolic processes. 

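Genes of mitochondrial energy metabolism fell at 0.05 Gy and more at 0.5 Gy. Ogdh, a subunit of the oxoglutarate dehydrogenase of the tricarboxylic acid cycle, had log2 ratios of −1.39 ± 0.09 and −2.22 ± 0.09 (SE, n = 3 arrays of 1 pool per group), Acads, an acyl-CoA dehydrogenase, −1.65 ± 0.07 and −2.06 ± 0.07, and Ndufa3, a subunit of respiratory complex I, −1.43 ± 0.07 and −1.69 ± 0.07. After joint normalization of the 2 separately normalized array sets, these were −0.91 and −1.78, −1.19 and −1.61, and −1.01 and −1.28. At 32 Gy, Ogdh and Acads fell by 0.73 ± 0.09 and 0.64 ± 0.07, and at 11 Gy Ndufa3 fell by 0.60 ± 0.07. Of 15 genes of the tricarboxylic acid cycle, 14, 14, 0, 0 and 2 were lower at 0.05, 0.5, 1.4, 11, and 32 Gy (lower at an unadjusted p under 0.05 in limma: 3 and 11 at 1.4 and 11 Gy), of 18 genes of fatty acid oxidation 16, 17, 0, 1 and 1 (4 lower at an unadjusted p under 0.05 at 1.4 Gy), and of 35 genes of complex I 31, 34, 0, 2 and 0 (2 and 20 at 1.4 and 32 Gy). Joint normalization left 6 and 13, 13 and 16, and 6 and 26 at 0.05 and 0.5 Gy. At 0.5 Gy, camera gave adjusted p of 1.3e-13, 6.8e-17, and 1.3e-20 for these lists, and 1.1e-19, 3.4e-25, and 8.6e-28 after joint normalization. With an estimated correlation, camera gave 2.4e-04, 7.4e-06, and 2.9e-05 at 0.5 Gy (jointly 4.9e-05, 1.1e-06, and 4.4e-06). The lists were placed lower at 11 and 32 Gy too, with 6.7e-06, 3.6e-11, and 1.0e-15 at 11 Gy (medians −0.33, −0.38, and −0.33) and 4.6e-07, 6.6e-06, and 5.4e-07 at 32 Gy (medians −0.27, −0.21, and −0.18). At 1.4 Gy, the values were 0.686, 0.176, and 0.306, with the fatty acid enzyme genes Acaa2 and Acadl higher (0.65 and 0.63). Pmvk, a kinase of cholesterol synthesis, had ratios of −1.22 and −1.54 (jointly −0.61 and −0.93), and 8, 12, 0, 3 and 0 of 13 genes of that pathway were lower (3 and 3 jointly at 0.05 and 0.5 Gy; 4 and 7 at an unadjusted p under 0.05 at 1.4 and 32 Gy; camera adjusted p = 3.2e-05, 2.0e-07, 0.785, 1.2e-05 and 0.0144). At 1.4 Gy, Nsdhl of this pathway rose by 0.91 ± 0.08, the list mean being 0.01 and its median −0.08. Brown adipose genes fell at the same 2 doses, with list medians of −1.17 and −1.92 (jointly −0.70 and −1.39).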

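Chad, a leucine-rich protein of cartilage, fell by 1.10 ± 0.08 at 1.4 Gy on the log2 scale (SE, n = 3 arrays of 1 pool per group), with ratios of −0.75 and −0.60 at 0.05 and 0.5 Gy that were not called after joint normalization of the 2 separately normalized array sets (−0.33 and −0.17). Chad was the only one of 9 cartilage genes called at these doses, and limma called 0 at 11 and 32 Gy, where 1 and 2 had an unadjusted p under 0.05. The list medians at 0.05 and 0.5 Gy, −0.17 and −0.16 (jointly −0.01 and 0.01), lay just above those of all probes, and camera gave adjusted p of 0.677, 0.603, 0.378, 0.489 and 0.699 at the 5 doses in rising order. Among the genes that the study assigned to developmental processes, 2 of 2 were higher and 2 of 2 lower for ossification at 1.4 Gy (jointly 0 and 2), and 2 of 2 higher for cartilage condensation at 11 Gy. For bone mineralization, 1 of 1 gene was lower at 1.4 Gy, and at 11 Gy 1 was higher and 1 lower (jointly 1 and 0). These genes were selected in the study from the same arrays.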

Compared to 0.05, 0.5, and 32 Gy, absorbed doses of 1.4 and 11 Gy had a higher impact on developmental processes, e.g., differentiation and bone mineralization. Effects on transport of inorganic compounds were observed at all absorbed doses, while transport of organic compounds was only detected after exposure to 0.5 and 1.4 Gy.

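Slc7a5, a transporter of large neutral amino acids, fell by 2.47 ± 0.07 at 1.4 Gy on the log2 scale (SE, n = 3 arrays of 1 pool per group). Slc2a4, the insulin-responsive glucose transporter, had ratios of −1.58 ± 0.09 and −2.06 ± 0.09 at 0.05 and 0.5 Gy, and −1.07 and −1.55 after joint normalization of the 2 separately normalized array sets. Slc7a10, another amino acid transporter, rose by 1.24 ± 0.08 at 1.4 Gy. In the study's own group of ion transport genes, 19 of 24 were higher and 15 of 16 lower at 0.5 Gy (jointly 24 and 10). At 1.4 Gy, 5 of 5 were higher and 11 of 11 lower, at 11 Gy 16 of 16 and 2 of 2, and at 32 Gy 17 of 17 and 2 of 2. Potassium transport genes were higher in 6 of 6 cases and lower in 6 of 6 at 0.05 Gy (6 and 3 jointly). At 1.4 Gy, glucose transport had 2 of 2 genes higher, and at 0.5 Gy protein transport had 21 of 21 lower (11 jointly). Since the study picked these genes from the same arrays, the counts describe the groups but do not test them.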

**Table 2:** Affected biological processes (GO terms) categorized after function

**Biological process**	**Absorbed dose (Gy)**				
	**0.05**	**0.5**	**1.4**	**11**	**32**
Cellular process	4	1	1	2	2
Collagen fibril organization	✓				
Cytolysis	✓				
Epithelial cell differentiation	✓				
Mitochondrion organization and biogenesis	✓				
Negative regulation of endothelial cell proliferation		✓			
Cytoskeleton organization and biogenesis			✓	✓	✓
Cell migration				✓	
Negative regulation of microtubule depolymerization					✓
Immune response	2	0	0	1	0
Positive regulation of immune response	✓				
Positive thymic T cell selection	✓				
B cell proliferation				✓	
Metabolic process	7	13	7	5	4
Protein amino acid glycosylation	✓				
Regulation of metabolism	✓				
Lipid metabolism	✓	✓			
Metabolism	✓	✓			
Regulation of peptidyl-tyrosine phosphorylation	✓	✓			
Tricarboxylic acid cycle	✓	✓			
Ubiquinone biosynthesis	✓	✓			
Cellular protein metabolism		✓			
Cholesterol biosynthesis		✓			
Electron transport		✓			
Fatty acid metabolism		✓			
Glycolysis		✓			
Hormone metabolism		✓			
Protein folding		✓			
Acetyl-CoA biosynthesis from pyruvate		✓			
Amino acid biosynthesis			✓		
Retinoid metabolism			✓		
Signal peptide processing			✓		
tRNA processing			✓		
Peptidoglycan metabolism			✓		
Thyroid hormone generation			✓	✓	
One-carbon compound metabolism			✓		✓
Cholesterol metabolism				✓	
Steroid metabolism				✓	
Phosphocreatine metabolism				✓	✓
Lipopolysaccharide biosynthesis				✓	✓
Carbohydrate metabolism					✓
Transport	3	5	6	3	3
Oxygen transport	✓				
Secretion	✓	✓			
Potassium ion transport	✓	✓	✓	✓	✓
Protein transport		✓			
Transport		✓	✓		
Ion transport		✓	✓	✓	✓
Glucose transport			✓		
Iron ion transport			✓		
Vesicle-mediated transport			✓		
Diuresis				✓	
Sodium ion transport					✓
Response to stimulus	0	1	5	2	0
Response to unfolded protein		✓			
Chemotaxis			✓		
Response to cold			✓		
Response to hypoxia			✓		
Small GTPase signal transduction			✓		
Transmembrane receptor protein tyrosine kinase SP			✓		
G protein signaling				✓	
G protein receptor protein signaling pathway				✓	
System process	2	2	2	3	2
Muscle contraction	✓	✓		✓	✓
Regulation of muscle contraction	✓	✓	✓	✓	✓
Vasoconstriction			✓		
Digestion				✓	
Developmental process	2	1	4	5	2
Vasculogenesis	✓				
Fat cell differentiation	✓	✓			
Brain development			✓		
Cellular morphogenesis during differentiation			✓		
Regulation of bone mineralization			✓		
Cartilage condensation			✓	✓	
Bone mineralization				✓	
Brown fat cell differentiation				✓	
Male gonad development				✓	
Mechanoreceptor differentiation				✓	✓
Muscle development					✓

Transcripts with different gene expression levels are connected to biological processes (*p* < 0.05) through Gene Ontology terms. The main terms (cellular process, immune response, metabolic process, transport, response to stimulus, system process, and developmental process) have been compiled using the Gene Ontology search function [21,22]. Numbers presented after the main terms represent the number of affected biological processes for each absorbed-dose profile.

### Common differentially expressed transcripts among irradiated groups

In total, 130 differentially expressed transcripts (117 genes) were common for all absorbed doses (Figure 2). These play an important role in cellular metabolism, transport and communication, DNA, RNA and protein processing, immune response, apoptosis, cellular maintenance, and cell development. Of these, 40 transcripts (38 genes) were consistently up-regulated, and 46 transcripts (37 genes) were down-regulated in all groups. 

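Many of the genes called at all 5 absorbed doses encode secreted proteins of the salivary glands or proteins of skeletal muscle. Of 18 secretory genes of the submandibular and sublingual glands, 18, 18, 11, 18 and 18 were higher at 0.05, 0.5, 1.4, 11, and 32 Gy, with median log2 ratios of 4.22, 4.95, 1.19, 4.64 and 3.97 (n = 3 arrays of 1 pool per group; jointly 4.39 and 5.11 for the separately normalized 0.05 and 0.5 Gy arrays). Of 12 parotid secretory genes, 9, 9, 10, 8 and 9 were lower, with medians of −3.13, −2.61, −3.64, −2.26 and −2.63 (jointly −2.76 and −2.21). With p-values adjusted over the list alone, 1 parotid gene was also higher at 11 Gy, and no other count of any list changed. Of 29 skeletal muscle genes, 23, 22, 15, 24 and 27 were higher, with medians of 1.53, 1.14, 0.65, 1.44 and 2.55 (jointly 1.84 and 1.44). Camera gave adjusted p of 8.0e-102, 4.6e-87, 4.8e-27, 7.9e-85 and 6.5e-95 for the submandibular list, 5.3e-13, 2.1e-10, 1.1e-43, 6.7e-21 and 1.0e-34 for the parotid list, and 4.5e-83, 7.5e-60, 3.2e-29, 3.2e-60 and 3.3e-105 for muscle. With an estimated correlation, camera gave much larger values. At 0.05, 0.5, 1.4, and 11 Gy they were 2.1e-09, 2.5e-09, 6.0e-07, and 2.5e-09 for the submandibular list. For the parotid list they were 5.95e-05, 1.6e-04, 1.4e-07, and 5.9e-06, and for muscle 2.5e-09, 1.3e-08, 4.3e-07, and 1.3e-08. The limma calls at all 5 doses held 153 probes (128 genes), and 142 probes (118 genes) after joint normalization, with 128 in both. Among detected members of the submandibular, parotid, and muscle lists, 11 of 18, 8 of 11, and 15 of 28 were called at all 5 doses, against 153 of 11314 detected probes of any kind, these lists having been written with the paper's figures known. All 5 sets of calls use the same 3 control arrays, so they are not independent of each other.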

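Tnnc2, the fast troponin C of muscle, rose at every dose, with log2 ratios of 3.23, 2.60, 1.74, 2.59 and 3.88 at 0.05, 0.5, 1.4, 11, and 32 Gy (SE 0.08, n = 3 arrays of 1 pool per group; jointly 3.91 and 3.27 at the separately normalized 0.05 and 0.5 Gy). Scgb1b27, a salivary androgen-binding protein, rose by 5.69, 5.62, 2.55, 5.82 and 5.12 (jointly 5.93 and 5.86). Chac1, a glutathione-degrading enzyme of the amino acid response, fell at every dose, with ratios of −1.30, −1.66, −2.01, −0.81 and −0.98 (jointly −0.69 and −1.05). Dcpp1, a demilune cell and parotid protein, had ratios of −8.16, −7.62, −8.03, −4.39 and −8.05 (jointly −8.12 and −7.60) and was detected in every array of the controls and on none at 1.4 Gy, where it was at least 231-fold lower. Of the 153 probes that limma called at all 5 doses, 44 were higher and 62 lower throughout (47 and 48 after joint normalization).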

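Aqp5, the water channel of salivary acini, had log2 ratios of 1.02, 1.29, −2.28, 1.25 and 0.79 at 0.05, 0.5, 1.4, 11, and 32 Gy (SE 0.10, n = 3 arrays of 1 pool per group). Krt14, a keratin of duct and basal cells, had ratios of 1.27, 1.84, −0.95, 1.74 and 1.40, and Kcnn4, a calcium-activated potassium channel of salivary acini, 1.37, 1.46, −0.91, 1.96 and 1.48. Joint values for the separately normalized doses were 1.68 and 1.95 for Aqp5, 1.80 and 2.40 for Krt14, and 1.88 and 1.98 for Kcnn4 at 0.05 and 0.5 Gy. At 1.4 Gy each of the 3 genes lay below the mean of the other 4 doses, at log2 differences of −3.37, −2.51, and −2.48. Of 17 genes of salivary duct and acinar epithelium, 9, 14, 13, and 11 were higher at 0.05, 0.5, 11, and 32 Gy (12 and 14 jointly at the first pair of doses), and 7 were lower at 1.4 Gy. Camera set the list higher at those 4 doses (adjusted p = 8.3e-31, 1.3e-37, 1.3e-27, and 3.7e-22) and lower at 1.4 Gy (1.3e-11). With an estimated correlation, camera gave 3.8e-07, 1.4e-07, and 5.9e-07 at 0.05, 0.5, and 11 Gy and 5.2e-05 at 1.4 Gy. In total, limma called 44 probes lower at 1.4 Gy and higher at the other 4 doses, and 45 after joint normalization.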

Interestingly, 43 transcripts (41 genes) associated with cellular transport, metabolism, and communication were down-regulated for 1.4 Gy, but up-regulated in all other groups. In addition, 12 transcripts representing nine genes associated with proteolysis (*Egfbp2*, *Klk1b11*, *Klk1b16*, *Klk1b21*, *Klk1b22*, *Klk1b27*, *Klk1b4*, *Klk1b5*, and *Klk1b9*) were present in highly elevated levels for 0.05, 0.5, 11, and 32 Gy (comparison log_2_ ratio, 3.6 to 6.6) but expressed to a lower extent for 1.4 Gy (comparison log_2_ ratio, 0.6 to 2.8).

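Egfbp2 and the other kallikrein genes, which encode serine proteases of the submandibular duct cells, rose at 0.05, 0.5, 11, and 32 Gy, and less at 1.4 Gy. Egfbp2, Klk1b11, and Klk1b22 had log2 ratios of 6.65, 6.99, 7.08 and 6.49, 6.65, 6.49, 6.67 and 6.05, and 6.66, 6.76, 6.78 and 6.06 at 0.05, 0.5, 11, and 32 Gy, and 3.03, 2.03, and 2.31 at 1.4 Gy (SE 0.08, 0.07, and 0.08, n = 3 arrays of 1 pool per group). Klk1b9 and Klk1b16 had 5.17, 5.51, 5.56 and 4.92 and 4.23, 4.91, 4.62 and 3.99, with 1.53 and 0.86 at 1.4 Gy, the last of these not called after joint normalization (0.57). For Klk1b27 and Klk1b5, the probes with the highest signal were already at log2 levels of 13.40 ± 0.04 and 13.16 ± 0.02 in the controls (SD) and rose less, with 1.51, 1.48, 1.73 and 1.72 and 1.39, 1.35, 1.67 and 1.60, and were not called at 1.4 Gy (−0.03, adjusted p = 0.833, and −0.15, adjusted p = 0.351, limma). No control array detected Egfbp2 or Klk1b16, so that Egfbp2 was at least 87.5-, 111-, 118-, and 78.4-fold higher, and at least 7.12-fold at 1.4 Gy, and Klk1b16 at least 15.1-, 24.3-, 19.8-, and 12.8-fold, and at least 1.46-fold at 1.4 Gy. For 0.05 and 0.5 Gy, joint normalization of the 2 separately normalized array sets gave 6.85 and 7.16 for Egfbp2, 7.02 and 6.85 for Klk1b11, 6.99 and 7.08 for Klk1b22, 5.48 and 5.85 for Klk1b9, 4.39 and 5.08 for Klk1b16, 1.99 and 1.97 for Klk1b27, and 1.78 and 1.71 for Klk1b5. Other probes of Klk1b27 and Klk1b5, with control levels of 7.72 and 7.15, rose more, by 4.76, 5.25, 5.12 and 4.51 and 4.63, 5.05, 4.89 and 4.37 at those 4 doses (jointly 5.27 and 5.79 and 4.92 and 5.36 at 0.05 and 0.5 Gy), and by 0.75 and 1.25 at 1.4 Gy. All 7 genes were lower at 1.4 Gy than the mean of the other 4 doses, with differences from −4.44 for Klk1b11 to −1.64 for Klk1b27.

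**Figure D2:**
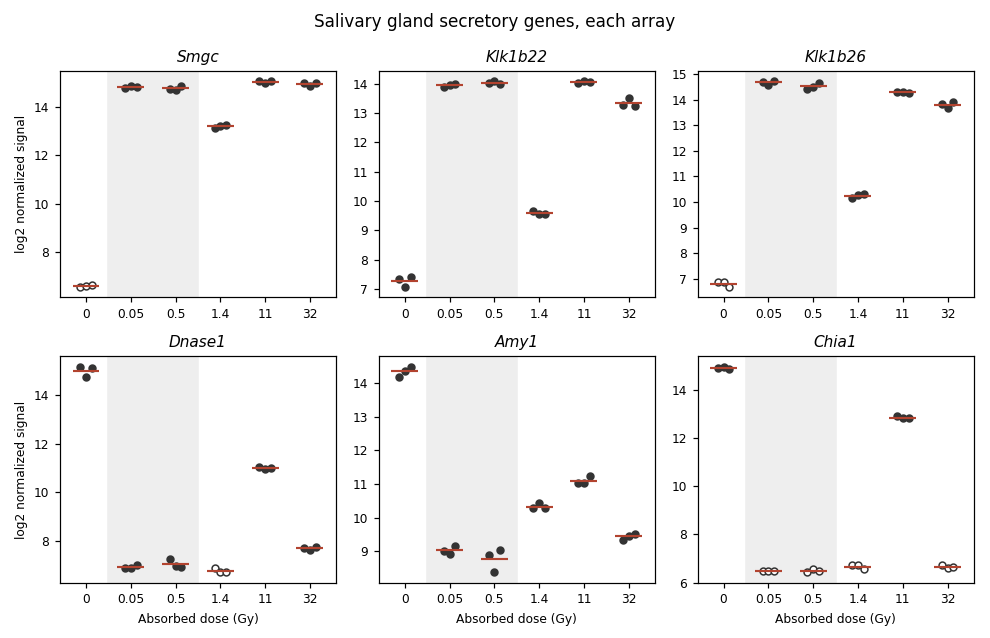
Log2 signal per array of the salivary genes Smgc, Klk1b22, Klk1b26, Dnase1, Amy1, and Chia1 in each group. Open circles are arrays that did not detect the gene (detection p of 0.01 or more), red bars are means of 3 arrays, and the grey band marks the separately normalized 0.05 and 0.5 Gy arrays. Klk1b22 reached 14.05 ± 0.02 at 11 Gy and 9.59 ± 0.06 at 1.4 Gy (mean ± SD).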

**Figure 2:**
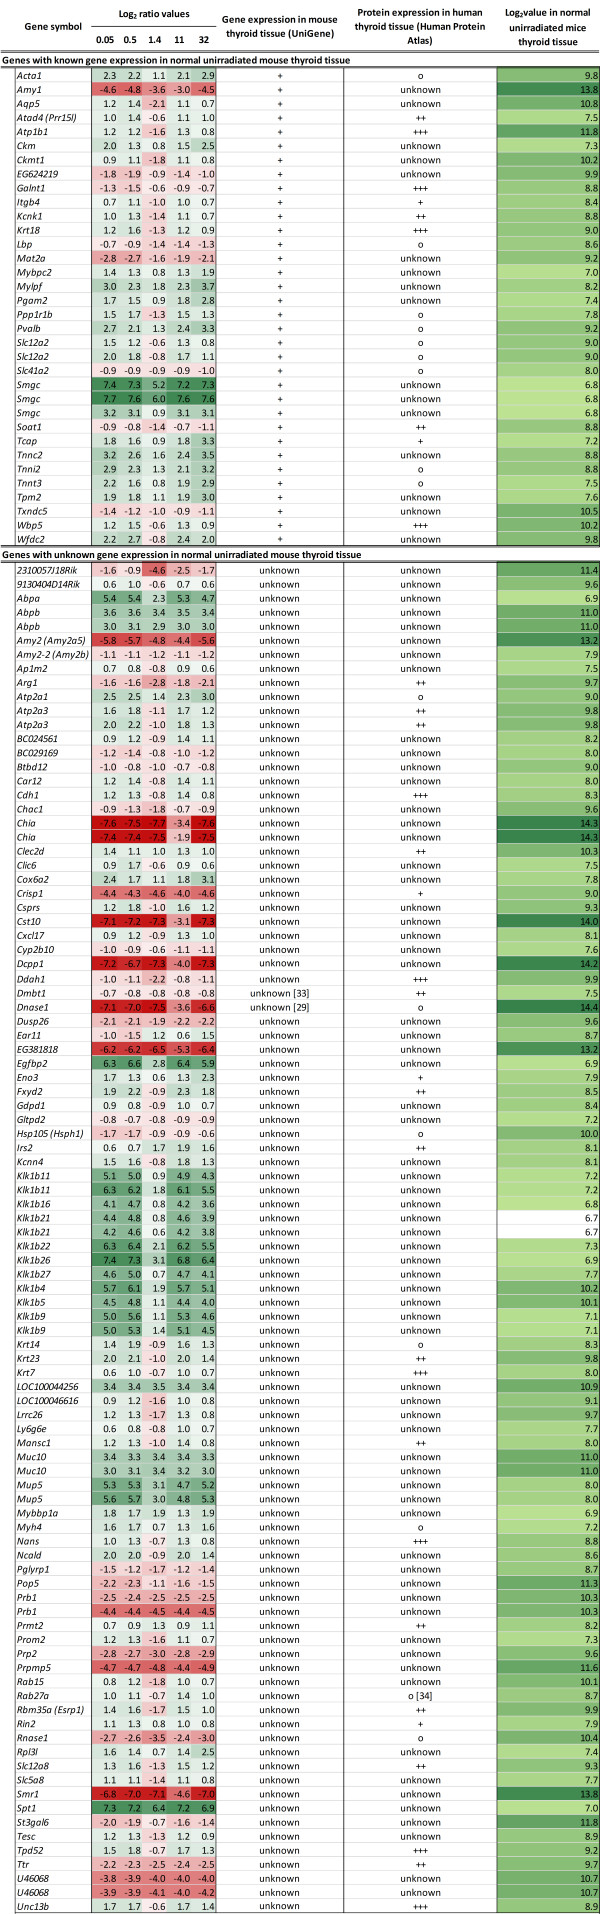
**Differentially expressed genes present at all absorbed doses.** Genes categorized by known gene expression in mouse thyroid according to UniGene and The Human Protein Atlas. Second column: genes are listed together with their log_2_ ratio value where the red color scale and the green color scale represent the magnitude of gene down-regulation and up-regulation, respectively. Genes annotated with ‘Unknown’ are genes with unknown gene and/or protein expression in normal thyroid tissue, and genes annotated with ‘o’ indicate that the gene is not expressed in normal thyroid tissue. For gene expression in mouse thyroid tissue, ‘+’ indicates gene expression, whereas for protein expression, ‘+’, ‘++’, or ‘+++’ indicates weak, moderate, or strong protein expression levels, respectively. The fifth column shows the log_2_ values of gene expression in non-irradiated mouse thyroids (the present study). Genes with a value equal to or greater than log_2_ 6.8 are considered as expressed in normal mouse thyroid.

Among the 130 shared transcripts, 12/34 transcripts normally expressed in mouse thyroids and 31/96 transcripts for which gene expression has not yet been determined in normal mouse thyroid were down-regulated after exposure to 1.4 Gy but up-regulated after exposure to 0.05, 0.5, 11, and 32 Gy (Figure 2). Furthermore, 18/31 transcripts with protein expression, 5/16 transcripts with no protein expression, and 20/83 transcripts having unknown protein expression in normal human thyroid tissue were up-regulated at the RNA level in mouse thyroids after exposure to 1.4 Gy, but down-regulated at the other four absorbed doses.

The *Dnase1* and *Rnase1* genes were strongly suppressed at the RNA level at all absorbed doses and have, according to UniGene and The Human Protein Atlas, unknown gene expression and no protein expression in normal mouse and human thyroid tissue, respectively. In addition, the *Ttr* (carrier of the thyroid hormone thyroxine) and *Crisp1* genes, normally expressed in human thyroid tissue, were down-regulated at all absorbed doses compared to non-irradiated controls.

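Dnase1, a secreted endonuclease, had log2 ratios of −8.06, −7.94, −8.22, −4.01 and −7.29 at 0.05, 0.5, 1.4, 11, and 32 Gy (SE 0.09, n = 3 arrays of 1 pool per group; adjusted p from 2.7e-29 to 3.1e-22, limma). At 1.4 Gy no array detected it, and it was at least 250-fold lower. Rnase1, the pancreatic-type ribonuclease, had ratios of −3.25, −3.11, −3.90, −2.67 and −3.35 (SE 0.08), and was at least 12.7-fold lower at 1.4 Gy, again below detection. After joint normalization of the 2 separately normalized array sets, the ratios at 0.05 and 0.5 Gy were −8.02 and −7.90 for Dnase1 and −2.72 and −2.58 for Rnase1. In the non-irradiated controls, their log2 levels were 15.00 ± 0.22 and 10.70 ± 0.05 (SD), and all 3 arrays detected both genes. Dnase1 is on the list of parotid secretory proteins, of which 8 or more of 12 were lower at each dose.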

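Ttr had log2 ratios of −2.73, −2.81, −2.79, −2.66 and −2.72 at 0.05, 0.5, 1.4, 11, and 32 Gy (SE 0.10, n = 3 arrays of 1 pool per group), with adjusted p of 7.2e-18, 2.3e-18, 6.4e-18, 1.3e-17 and 7.1e-18 in limma. Joint normalization of the 2 separately normalized array sets gave −2.09 and −2.17 at 0.05 and 0.5 Gy. From a log2 level of 9.71 ± 0.11 (SD) in the controls, Ttr fell to 6.92 ± 0.11 at 1.4 Gy, where no array detected it and the fall was at least 6.42-fold. At the other doses, 2, 2, 1 and 1 of 3 arrays detected it at 0.05, 0.5, 11, and 32 Gy.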

To determine the number of normally expressed transcripts in mice thyroid, the expression levels in non-irradiated mice were investigated. The expression levels of genes with known mRNA expression in the thyroid ranged from log_2_ value 6.8 to 13.8 in non-irradiated controls (Figure 2). 

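Klk1b21 had a log2 level of 6.62 ± 0.12 in the non-irradiated controls (SD, n = 3 arrays of 1 pool), where no array detected it. Its level was 11.23 ± 0.02 at 0.05 Gy, 11.61 ± 0.13 at 0.5 Gy, 7.48 ± 0.13 at 1.4 Gy, 11.63 ± 0.10 at 11 Gy, and 10.95 ± 0.04 at 32 Gy, the arrays of 0.05 and 0.5 Gy being normalized separately (jointly 11.25 and 11.62). Of the 153 probes called at all 5 doses, 147 had a mean over log2 6.8 in the controls, 138 were detected on all 3 control arrays, and 12 on none.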

Among the shared genes with unknown expression at the mRNA level in mice thyroid tissue, all but one (*Klk1b21*) had a value higher than 6.8. Furthermore, 13,975 (10,578 genes) of the total number of 25,683 probes represented on the Illumina Beadchip had a log_2_ value higher than 6.8 (Additional file 4).

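Genes that mark thyroid follicular cells lay near the background of the arrays. Tg, the precursor of thyroid hormone, had a log2 level of 6.70 ± 0.01 in the controls (SD, n = 3 arrays of 1 pool), and Pax8 and Nkx2-1, transcription factors of these cells, 6.72 ± 0.09 and 6.80 ± 0.09. None of the 18 arrays detected these 3 genes, whereas Tshr, the thyrotropin receptor, was detected on 10 and Hhex, a transcription factor, on all. Of 13 follicular cell genes measured (18 probes), 9 were detected on no array, and limma called 0 at any dose, with 7, 6, 2, 1 and 1 at an unadjusted p under 0.05. The list medians were −0.16, −0.15, 0.00, −0.03 and 0.00 at 0.05, 0.5, 1.4, 11, and 32 Gy (jointly 0.00 and 0.01 for the separately normalized 0.05 and 0.5 Gy arrays), with camera adjusted p of 0.486, 0.477, 0.89, 0.621 and 0.78. Of 7 C cell genes, only Ret, a receptor tyrosine kinase, rose, by 0.75 ± 0.09, 0.79 ± 0.09, 1.03 ± 0.09, and 0.87 ± 0.09 at 0.05, 0.5, 11, and 32 Gy (jointly 0.85 and 0.88; camera adjusted p of the list at the 5 doses 0.177, 0.153, 0.927, 0.582 and 0.672). No parathyroid gene was called by limma (1, 1, 0, 0 and 0 of 2 at an unadjusted p under 0.05; camera adjusted p = 0.31, 0.681, 0.943, 0.966 and 0.722). In the controls, 14346 of all probes (9929 genes) had a mean over log2 6.8, and 10470 after joint normalization. All 3 control arrays detected 9694 probes, and 2393 of those over 6.8 were detected on none.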

The dose–response relationship for the expression level of the 130 shared transcripts exhibited different patterns (Figure 3). 

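The amylase probe Amy2-2 (a probe of Amy2a5) had log2 ratios of −1.52, −1.48, −1.28, −1.23 and −1.27 at 0.05, 0.5, 1.4, 11, and 32 Gy, and no array of the irradiated groups detected it (SE 0.13, n = 3 arrays of 1 pool per group), so that it was at least 1.83- to 2.25-fold lower. Prb1, a proline-rich salivary protein, had −5.10, −5.12, −5.00, −4.83 and −4.90 (SE 0.07), also below detection, so that it was at least 23.6- to 28.9-fold lower. Abpb (Scgb2b27), a salivary androgen-binding protein, rose by 3.03, 3.09, 3.16, 3.27 and 3.29 (SE 0.07), and the mucin Muc10 (Prol1) by 3.05, 3.18, 3.70, 3.48 and 3.33 (SE 0.08). At 0.05 and 0.5 Gy, joint normalization of the 2 separately normalized array sets gave −1.01 and −0.97 for Amy2-2, −4.62 and −4.65 for Prb1, 3.60 and 3.72 for Scgb2b27, and 3.60 and 3.74 for Prol1. Both rising genes lay near the upper end of the signal range, and Prol1 had a log2 level of 15.15 on each of the 3 arrays of 1.4 Gy, the highest value of their set, so that differences between doses are limited there.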

The expression levels of *Amy2-2*, *Prb1*, *Abpb*, and *Muc10* were clearly dose independent. 

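Rab15, a small GTPase of membrane traffic, had log2 ratios of 0.55, 1.01, −1.95, 1.13 and 0.77 at 0.05, 0.5, 1.4, 11, and 32 Gy (SE 0.08, n = 3 arrays of 1 pool per group), of which that of 0.05 Gy was called only after joint normalization. Csprs had 1.09, 1.66, −1.06, 1.74 and 1.31 (SE 0.08), and Unc13b, which primes secretory vesicles for release, 1.62, 1.62, −0.65, 1.91 and 1.50 (SE 0.08), where the fall at 1.4 Gy was not called after joint normalization (−0.58). Klk1b21 had ratios of 4.61, 4.99, 0.85, 5.01 and 4.32 (SE 0.08), and Smgc, a secreted protein of the submandibular gland, 8.18, 8.13, 6.57, 8.41 and 8.31 (SE 0.07). Neither of the last pair was detected in the controls, so Smgc was at least 216, 208, 70.6, 253 and 236-fold higher, and Klk1b21 at least 18.2, 23.6, 1.34, 24 and 14.9-fold. For 0.05 and 0.5 Gy, joint normalization of the 2 separately normalized array sets gave 1.21 and 1.68 for Rab15, 1.75 and 2.35 for Csprs, 2.28 and 2.27 for Unc13b, 4.77 and 5.14 for Klk1b21, and 8.44 and 8.38 for Smgc. The contrast of 1.4 Gy with the mean of the other 4 doses was −2.81 for Rab15, −2.52 for Csprs, −2.31 for Unc13b, −3.88 for Klk1b21, and −1.69 for Smgc (jointly −3.13, −2.83, −2.60, −4.03, and −2.07).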

The *Rab15*, *Csprs*, and *Unc13b* genes were suppressed for 1.4 Gy and up-regulated for 0.05, 0.5, 11, and 32 Gy, while *Klk1b21*, *Klk1b4*, and *Smgc* were more over-expressed for 0.05, 0.5, 11, and 32 Gy compared to 1.4 Gy. 

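Chia (Chia1), an acidic chitinase, had log2 ratios of −8.45, −8.44, −8.26, −2.06 and −8.27 at 0.05, 0.5, 1.4, 11, and 32 Gy (SE 0.07, n = 3 arrays of 1 pool per group; jointly −8.39 and −8.38 at the separately normalized 0.05 and 0.5 Gy). Only at 11 Gy did the irradiated arrays detect it, and at 0.05, 0.5, 1.4, and 32 Gy it was at least 275, 282, 238 and 237-fold lower. The log2 level of Dnase1 was 6.94 ± 0.07, 7.06 ± 0.18, 6.78 ± 0.11, 10.99 ± 0.04, and 7.70 ± 0.06 (SD) at the 5 doses in rising order. For both genes the doses differed (limma F test, adjusted p = 1.1e-29 for Chia1 and 1.6e-22 for Dnase1), and the 3 arrays of 11 Gy lay above every other irradiated array.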

The *Chia* and *Dnase1* genes involved in apoptosis and immune response were highly suppressed at all absorbed doses but less suppressed at 11 Gy. 

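Rpl3l, a ribosomal protein gene of muscle, had log2 ratios of 1.53, 1.26, 0.82, 1.56 and 2.80 at 0.05, 0.5, 1.4, 11, and 32 Gy (SE 0.07, n = 3 arrays of 1 pool per group). Cox6a2, the muscle form of a cytochrome c oxidase subunit (written Cox6af in the text), had 2.36, 1.58, 1.22, 1.97 and 3.44 (SE 0.06), and Mylpf, a fast myosin light chain, 3.00, 2.25, 1.96, 2.53 and 4.11 (SE 0.09). The jointly normalized ratios, without the separate sets of the authors' values, were 1.84 and 1.56 for Rpl3l, 2.83 and 2.02 for Cox6a2, and 3.59 and 2.82 for Mylpf at 0.05 and 0.5 Gy. The 5 doses differed for each gene (limma F test, adjusted p = 1.9e-17, 2.6e-19, and 1.1e-16). Tcap, a sarcomere protein, had ratios of 0.97 at 1.4 Gy and 3.65 at 32 Gy.

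**Figure D3:**
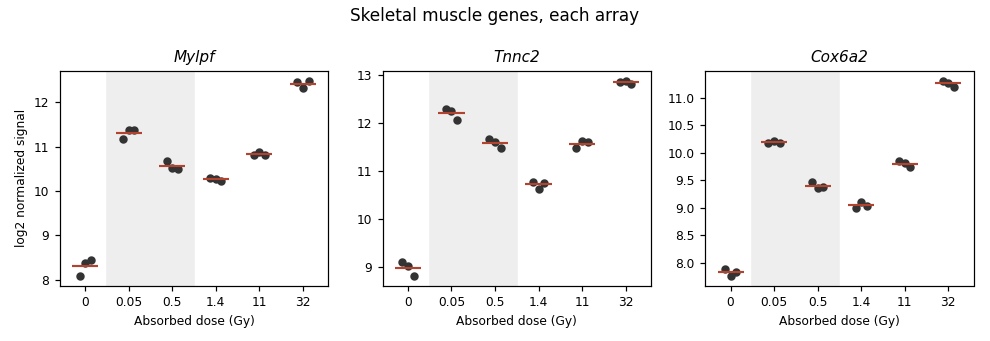
Log2 signal per array of the muscle genes Mylpf, Tnnc2, and Cox6a2 in each group, with open circles for arrays that did not detect the gene, red bars for the mean of 3 arrays, and a grey band for the separately normalized 0.05 and 0.5 Gy arrays. Mylpf reached 12.42 ± 0.09 at 32 Gy (mean ± SD).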

The *Rpl3l*, *Cox6af*, and *Mylpf* genes had a u-shaped gene expression profile with high up-regulation for 0.05 and 32 Gy, less up-regulation for 0.5 and 11 Gy, and the least up-regulation for 1.4 Gy. The *Irs2* gene displayed two levels of gene expression: slight increase in gene expression for lower absorbed doses (0.05 and 0.5 Gy) and higher increase in gene expression for higher absorbed doses (1.4, 11, and 32 Gy).

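Irs2, an adaptor of the insulin receptor, had log2 ratios of 0.42 ± 0.07 at 0.05 Gy and 0.50 ± 0.07 at 0.5 Gy (SE, n = 3 arrays of 1 pool per group), below 1.5-fold, and 1.90 ± 0.07, 2.14 ± 0.07, and 1.80 ± 0.07 at 1.4, 11, and 32 Gy. After joint normalization, the ratios at 0.05 and 0.5 Gy, whose arrays had been normalized apart from the controls, were 0.90 and 0.98 and were called, against 1.77, 2.04 and 1.67 at the higher doses. The 5 doses differed from each other before and after joint normalization (limma F test, adjusted p = 3.4e-18 and 4.3e-15). From 8.10 ± 0.06 in the controls, the log2 level was 10.24 ± 0.08 at 11 Gy (SD).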

**Figure 3:**
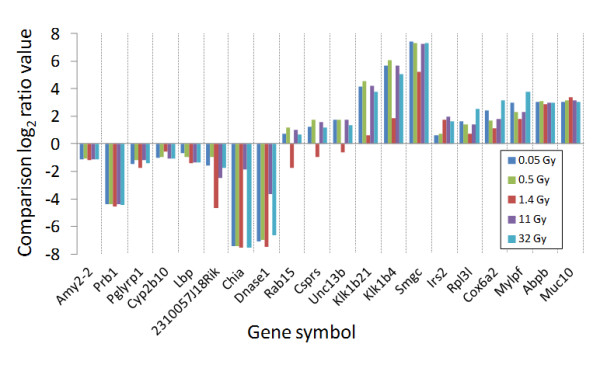
**Gene expression patterns for a selection of genes vs. absorbed dose.** A selection of genes chosen in order to illustrate the different gene expression patterns among the 130 differentially expressed genes at all absorbed doses studied. Values for gene expression are given as comparison log_2_ ratio values related to non-irradiated tissue.

### Changes in genes associated with thyroid function

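Scnn1b, a subunit of the epithelial sodium channel, rose by 1.63 ± 0.09 at 0.05 Gy, 1.92 ± 0.09 at 0.5 Gy, 2.08 ± 0.09 at 11 Gy, and 1.65 ± 0.09 at 32 Gy on the log2 scale (SE, n = 3 arrays of 1 pool per group), with −0.31 ± 0.09 at 1.4 Gy (adjusted p = 0.0109, limma). Slc12a2, the sodium-potassium-chloride cotransporter of secretory epithelia, had ratios of 1.37, 1.01, −0.71, 1.38 and 0.90 at 0.05, 0.5, 1.4, 11, and 32 Gy, and Slc12a8, of the same family, 1.11, 1.50, −1.41, 1.66 and 1.29. The joint ratios were 1.94 and 2.23, 1.83 and 1.50, and 1.77 and 2.18 for the 3 genes at the separately normalized 0.05 and 0.5 Gy. Scnn1b and Slc12a2 belong to the list of salivary duct and acinar epithelium, whose median ratios were 0.71, 1.01, −0.34, 1.13 and 0.79.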

Genes associated with ion transport were differentially expressed throughout the material. 

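Slc5a8 had log2 ratios of 0.98 ± 0.08 at 0.05 Gy, 0.93 ± 0.08 at 0.5 Gy, −1.52 ± 0.08 at 1.4 Gy, 1.25 ± 0.08 at 11 Gy, and 0.92 ± 0.08 at 32 Gy (SE, n = 3 arrays of 1 pool per group), with limma adjusted p from 1.2e-14 at 1.4 Gy to 5.6e-10 at 32 Gy. Joint normalization of the 2 separately normalized array sets gave 1.58 and 1.53 at 0.05 and 0.5 Gy. At 1.4 Gy, Slc5a8 lay −2.54 log2 units from the mean of the other 4 doses (−2.55 jointly). Genes of salivary duct and acinar epithelium moved in the same directions, with list medians of −0.34 at 1.4 Gy and 1.13 at 11 Gy. Another probe of Slc5a8, near the background with a control level of 6.67, had ratios of −0.14, −0.27, 0, −0.04 and 0.06 in rising order of dose. It was called at no dose.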

The Solute carrier family 5 member 8 (*Slc5a8*) gene, which is involved in controlling transmembrane iodine transport, was suppressed in thyroids irradiated with 1.4 Gy but present at elevated levels in all other groups. 

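Slco4a1, an organic anion transporter that carries thyroid hormones, had log2 ratios of −1.80, −2.30, −0.63, −1.08 and −0.97 at 0.05, 0.5, 1.4, 11, and 32 Gy (SE 0.07, n = 3 arrays of 1 pool per group; jointly −1.19 and −1.66 at the separately normalized 0.05 and 0.5 Gy), called lower at every dose but only before joint normalization at 1.4 Gy (−0.56). Slc41a2, a magnesium transporter, fell by 1.00 ± 0.09 at 11 Gy and 1.10 ± 0.09 at 32 Gy. Slc5a5, the sodium-iodide symporter, was detected on none of the 18 arrays, with a log2 level of 6.71 ± 0.10 (SD) in the controls. Of 337 solute carrier genes measured, 3, 7, 9, 9 and 6 were higher and 44, 43, 15, 6 and 5 lower in rising order of dose. At 0.05 and 0.5 Gy, 14 and 22 were higher and 13 and 17 lower after joint normalization. With its preset correlation, camera did not call the family at any dose (adjusted p = 0.627, 0.489, 0.0606, 0.621 and 0.989). With an estimated correlation, camera set it lower at 1.4 Gy (adjusted p = 0.00237), where its median was −0.02. Its median of −0.19 at 0.05 Gy equals that of all probes.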

Several other genes belonging to the solute carrier family were also differentially expressed (Additional file 1).

The Ttr and Urah (synonym: 1190003j15rik) genes, both associated with thyroid hormone transport, were differentially expressed after irradiation at all absorbed doses, and at all absorbed doses except 32 Gy, respectively. 

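Urah, a homolog of transthyretin, had log2 ratios of 0.46 ± 0.08 at 0.05 Gy, 0.83 ± 0.08 at 0.5 Gy, −1.37 ± 0.08 at 1.4 Gy, 0.89 ± 0.08 at 11 Gy, and 0.52 ± 0.08 at 32 Gy (SE, n = 3 arrays of 1 pool per group). Those of 0.05 and 32 Gy did not reach 1.5-fold. After joint normalization of the 2 separately normalized array sets, the ratios at 0.05 and 0.5 Gy were 1.03 and 1.40 and both were called. Ttr was lower at all 5 doses, and in 6 genes of thyroid hormone transport, 1, 1, 2, 1 and 1 were lower and 0, 1, 0, 1 and 0 higher at 0.05, 0.5, 1.4, 11, and 32 Gy (jointly 1 and 1 lower and 1 and 1 higher at 0.05 and 0.5 Gy). Where limma called 0 higher, at 0.05, 1.4, and 32 Gy, 1, 0 and 1 were higher at an unadjusted p under 0.05. All these calls are of Ttr and Urah, 2 genes that the study had named. Urah is on the list as a gene that the paper associates with this transport, and whether it carries thyroid hormone was not tested. Camera set the list lower at 1.4 Gy (adjusted p = 3.7e-05) and gave 0.78, 0.917, 0.317, and 0.114 at the other doses.

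**Figure D4:**
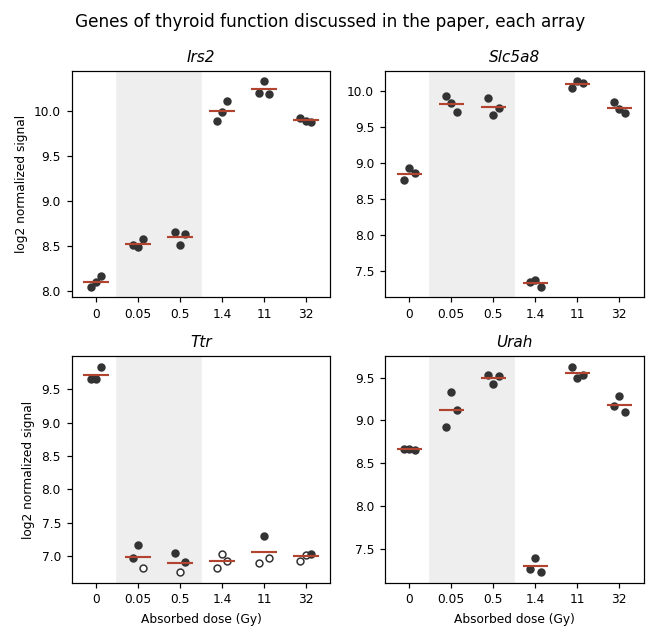
Log2 signal per array of Irs2, Slc5a8, Ttr, and Urah in each group, with open circles for arrays that did not detect the gene, red bars for the mean of 3 arrays, and a grey band for the separately normalized 0.05 and 0.5 Gy arrays. Urah had a mean of 7.29 ± 0.09 (SD) at 1.4 Gy and 8.66 ± 0.01 in the controls.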

While Ttr was consistently down-regulated, Urah was down-regulated at 1.4 Gy and up-regulated at 0.05, 0.5, and 11 Gy.

### Comparison with previously known radiation-associated genes

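Phlda3, a p53 target outside the literature list, fell by 1.29 ± 0.07 at 0.05 Gy and 1.89 ± 0.07 at 0.5 Gy on the log2 scale (SE, n = 3 arrays of 1 pool per group; jointly −0.82 and −1.44), and Mdm2, which is in it, had −0.91 at 0.05 Gy (jointly −0.30, not called). Of 43 literature genes with a probe, 27 were called by limma at 1 dose or more, 0, 3, 5, 6 and 3 higher and 12, 14, 4, 2 and 2 lower at 0.05, 0.5, 1.4, 11, and 32 Gy (7 higher at 0.05 Gy at an unadjusted p under 0.05). After joint normalization of the 2 separately normalized array sets, 18 were called, with 6 and 7 higher and 2 and 7 lower at 0.05 and 0.5 Gy. As a group, they did not differ from other genes at any dose (camera adjusted p = 0.886, 0.964, 0.707, 0.208 and 0.78).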

Few radiation-specific genes from the literature were differentially expressed in mouse thyroids 24 h following injection of ^211^At (Table 3) [13,14]. 

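Amy1, the salivary amylase, had log2 ratios of −5.32, −5.57, −4.01, −3.25 and −4.90 at 0.05, 0.5, 1.4, 11, and 32 Gy (SE 0.12, n = 3 arrays of 1 pool per group; adjusted p from 1.7e-23 to 5.4e-18, limma). Amy2 (Amy2a5), a pancreatic amylase, had −6.63, −6.50, −5.26, −4.83 and −6.11 (SE 0.10). Joint normalization of the 2 separately normalized array sets gave −5.16 and −5.42 for Amy1 and −6.33 and −6.21 for Amy2a5 at 0.05 and 0.5 Gy. In the controls, their log2 levels were 14.35 ± 0.15 and 13.73 ± 0.15 (SD). Amy1 is a member of the parotid list, and other members such as Prpmp5 fell at the same doses.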

The *Amy1* and *Amy2* genes, which have unknown functions in the thyroid, were both substantially suppressed at all absorbed doses compared to non-irradiated controls. 

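Ccnd1, cyclin D1 of the G1 phase, had a log2 ratio of −1.13 ± 0.08 at 1.4 Gy (SE, n = 3 arrays of 1 pool per group; adjusted p = 6.5e-12, limma). At 0.5 Gy its ratio was 0.40 ± 0.08, under 1.5-fold, but 1.06 and called after joint normalization of the 2 separately normalized array sets. Gjb2, a gap junction protein, had −1.33 ± 0.09 at 1.4 Gy and rose by 0.75 ± 0.09 at 0.5 Gy and 1.01 ± 0.09 at 11 Gy, with 0.49 ± 0.09 at 0.05 Gy (jointly 1.11 and 1.38 at 0.05 and 0.5 Gy, both called). Other probes of these genes had smaller ratios at 1.4 Gy. After joint normalization, 1.4 Gy differed from the mean of the other 4 doses by −1.57 for Ccnd1 and −2.12 for Gjb2.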

The *Ccnd1* and *Gjb2* genes were expressed in the opposite direction at 1.4 Gy when compared with 0.5 Gy and 0.05, 0.5 and 11 Gy, respectively. 

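Tnfaip8, a regulator of apoptosis induced by tumor necrosis factor, had a log2 ratio of 0.72 ± 0.12 at 1.4 Gy (SE, n = 3 arrays of 1 pool per group; adjusted p = 8.6e-05, limma). Tnfrsf19, a receptor of the family, rose by 0.78 ± 0.08 at 11 Gy and 0.61 ± 0.08 at 32 Gy, which fell below 1.5-fold after joint normalization (0.52 and 0.40). The log2 level of this probe in the controls, 6.70, was near the background of the arrays. Another probe of Tnfrsf19 had ratios of 0.14 and 0 at 11 and 32 Gy, not called. Tnfrsf21, also called death receptor 6, rose by 0.82 ± 0.07 at 0.5 Gy, 0.95 ± 0.07 at 11 Gy, and 0.71 ± 0.07 at 32 Gy. At 0.05 Gy, its ratio of 0.53 ± 0.07 was under 1.5-fold and became 0.98, which was called, after joint normalization of the 2 separately normalized array sets (jointly 1.27 at 0.5 Gy). At 1.4 Gy, Tnfrsf21 had 0.16 and was not called.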

Several genes associated with the tumor necrosis factor superfamily (*Tnfaip8*, *Tnfrsf19*, and *Tnfrsf21*) were slightly up-regulated at various absorbed doses. The *Trp53inp1* gene was up-regulated at 0.05, 1.4, 11, and 32 Gy, while *Trp53inp2* was down-regulated at 0.5 Gy. Both genes are associated with response to double-strand DNA breaks and apoptosis induction.

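Trp53inp1, a p53-induced nuclear protein, rose by 0.84 ± 0.17 at 1.4 Gy, 1.30 ± 0.17 at 11 Gy, and 0.75 ± 0.17 at 32 Gy on the log2 scale (SE, n = 3 arrays of 1 pool per group). At 0.05 and 0.5 Gy, its ratios were 0.53 ± 0.17 and 0.28 ± 0.17, under 1.5-fold, and 0.86 and 0.62 after joint normalization of the 2 separately normalized array sets, both of which were called. Trp53inp2 had −0.86 ± 0.08 at 0.05 Gy and −1.22 ± 0.08 at 0.5 Gy, and jointly −0.25 and −0.62, where only the value of 0.5 Gy was called. Of 24 p53 target genes, 0, 0, 1, 1 and 1 were higher and 7, 11, 0, 1 and 0 lower at 0.05, 0.5, 1.4, 11, and 32 Gy (jointly 1 and 1 higher and 1 and 1 lower at 0.05 and 0.5 Gy). At an unadjusted p under 0.05, limma gave 1 and 1 higher at 0.05 and 0.5 Gy and 1 and 2 lower at 1.4 and 32 Gy. The list medians were −0.44, −0.39, 0.09, 0.03 and 0.02, and camera gave adjusted p of 0.176, 0.0606, 0.0829, 0.458 and 0.246. The higher member at 1.4, 11, and 32 Gy was Trp53inp1 itself, which the study had chosen.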

**Table 3:** Radiation-associated genes

**Gene symbol**	**Log**_**2**_**ratio values**				
	**0.05 Gy**	**0.5 Gy**	**1.4 Gy**	**11 Gy**	**32 Gy**
*Amy1 (Mycbp)*	−4.6	−4.8	−3.6	−3.0	−4.5
*Amy2*	−5.8	−5.7	−4.8	−4.4	−5.6
*Apaf1*					
*Bag-1*					
*Batf3*					
*Bax*					
*Ccnb1*					
*Ccnd1*		0.6	−0.9		
*Ccne1*					
*Ccng1*					
*Cdc25*					
*Cdkn1a*		−0.6			
*Dd2*					
*Ddb2*					
*Ephx2*		−0.8			
*Fen1*					
*Fhl2*					
*Flt3*					
*Fos*			1.1		
*Gadd45a*			0.8		
*Gadd45g*	0.6		1.1		
*Gja1*		−1.2			
*Gjb2*	0.7	0.9	−0.9	0.8	
*Hiap*					
*Hrad23b*					
*Iap3*					
*Icsbp1*					
*Jun*					
*Xrcc6 (Ku70)*	−0.7	−0.9			
*Mak10*					
*Makp8pi*					
*Mapk1*					
*Mapk3*					
*Mdm2*					
*Noxa*					
*Ogg1*					
*Pcna*					
*Plcg2*		0.7		0.7	
*Rad51l1*					
*Rhoa*					
*Tgfb3*		1.0			
*Tgfbr2*	−0.7	−0.9			
*Tnfaip8*			0.7		
*Tnfrsf10b*					
*Tnfrsf19*	0.7	0.6		0.7	
*Tnfrsf21*	0.7	1.0		0.9	0.6
*Tp53*					
*Trp53inp1*	0.7		0.8	0.9	0.7
*Trp53inp2*		−0.6			
*Ttf*					
*Wee*					
*Vegfb*		−0.8			
*Xab2*					
*X-iap*					
*Xpc*					
*Xrcc1*					

Genes associated with radiation-induced biological response according to Snyder and Morgan [13] and Chaudhry [14]. Values for gene expression are given as comparison log_2_ ratio values. Note that the Illumina MouseRef-8 Beadchip is a whole-genome expression assay; however, some gaps in the genome do exist, and several genes are represented under other aliases.

## Discussion

The present study represents a multifaceted and extensive approach to investigate the transcriptional changes in normal mouse thyroid tissue after internal exposure to ^211^At. A broad range of absorbed doses were used, from 0.05 to 32 Gy delivered over 24 h, in order to make the study valid for both environmental and clinical practices.

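Klk1b26 had a log2 level of 14.68 ± 0.07 at 0.05 Gy, 10.24 ± 0.08 at 1.4 Gy, and 13.80 ± 0.12 at 32 Gy (SD, n = 3 arrays of 1 pool per group), and Smgc had 14.80 ± 0.03, 13.19 ± 0.06, and 14.93 ± 0.07. The limma F test among the 5 doses gave an adjusted p of 1.0e-24 for Klk1b26 and 4.2e-18 for Smgc (6.8e-28 and 3.5e-22 after joint normalization of the 2 separately normalized array sets). Tnni2, a fast troponin, had ratios of 2.93, 2.20, 1.47, 2.28 and 3.49 at 0.05, 0.5, 1.4, 11, and 32 Gy (jointly 3.58 and 2.87 at 0.05 and 0.5 Gy), so that its highest value was at 32 Gy and its lowest at 1.4 Gy. In this test, which compares no dose with the controls, 13087 probes had an adjusted p under 0.01, and 6492 after joint normalization. In 100 splits of the irradiated arrays into 5 groups of 3, the real one among them, the highest other count was 8213 (4033 jointly). At least 1.5-fold differences between 2 doses, tested pair by pair, were found for 6930 probes (2948 jointly). With 1 pool per dose, a difference between doses is also a difference between pools.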

The results show that the mouse thyroid gland responds to radiation in an absorbed-dose-dependent manner but with few common differentially expressed genes and affected biological functions at all absorbed doses studied. The most surprising results were the wide biological response involving a large set of genes differentially expressed between different absorbed doses and that few of the genes currently known to be associated with cellular radiation damage were differentially expressed, which implies an organ-specific response to ionizing radiation.

Exposure to ^211^At resulted in a strong transcriptional response in mouse thyroid tissue, with the most substantial impact on the transcriptome at the two lowest absorbed doses studied (0.05 and 0.5 Gy). To the best of our knowledge, no studies to date (*in vivo*, *ex vivo*, or *in vitro*) have compared the number and the type of differentially expressed transcripts over such a wide absorbed-dose range. This makes it difficult to compare and validate the distribution and specificity of the differentially expressed transcripts identified in this study. Consequently, the present study may function as a valuable foundation for future studies similar to this one.

Few differentially expressed genes were common for the different absorbed doses. Similarities were mainly observed when comparing 0.05 with 0.5 Gy. 

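Elovl3, an enzyme of very long chain fatty acid synthesis in brown fat, and Cox7a1, a cytochrome c oxidase subunit, were lower at both 0.05 and 0.5 Gy. Their log2 ratios were −1.37 ± 0.07 and −1.92 ± 0.07 for Elovl3 and −1.48 ± 0.07 and −2.32 ± 0.07 for Cox7a1 (SE, n = 3 arrays of 1 pool per group; jointly −0.76 and −1.31 and −1.13 and −1.97, the array set of these doses being normalized apart from the controls). At 1.4, 11, and 32 Gy, Cox7a1 had 0.01, −0.39 and −0.27. Over all probes, the ratios at 0.05 and 0.5 Gy were correlated with r = 0.94, those at 11 and 32 Gy with 0.87, and those at 0.05 and 11 Gy with 0.81. The correlation of 1.4 Gy with 0.05, 0.5, 11, and 32 Gy was 0.38, 0.29, 0.35, and 0.58. After joint normalization, r was 0.92 for 0.05 and 0.5 Gy, 0.90 for 0.05 and 11 Gy, and 0.32 for 0.5 and 1.4 Gy. Ratios that share their control arrays but have nothing else in common gave r = 0.50 in simulated data, with a covariance of 0.0034, against an observed covariance of 0.185 for 0.05 and 0.5 Gy and 0.0352 for 1.4 and 11 Gy. Between 0.05 and 0.5 Gy, 3358 lower probes and 236 higher probes were shared, where independent sets would share 617 and 4 (jointly 489 and 577, against 21.6 and 24.4). Between 0.05 and 1.4 Gy, 129 and 53 were shared (59.6 and 4.2 if independent), and 154 probes were called in opposite directions (jointly 63 and 86 shared, 118 opposite). In the simulations, 0.02 calls were shared on average, but a control pool that differed from all 5 others would also add to each overlap, and 3 control arrays are too few to be split between 2 doses.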

From the distribution of differentially expressed transcripts, it is evident that, at low absorbed doses where a similar transcriptional response was anticipated, the response shifts (the number and direction of regulated genes) as the absorbed dose increases from 0.5 to 1.4 Gy. In addition, although 1.4 Gy had the highest proportion of non-shared transcripts compared with the other absorbed doses, the pooled response at 0.05 and 0.5 Gy was even more unique. Together, these findings indicate that there is an underlying fundamental difference in the cellular response to radiation after low-dose irradiation compared to high doses with an intermediate phase at 1.4 Gy.

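Phlda3 and the heat shock gene Hspd1 moved between 0.5 and 1.4 Gy. Phlda3 had log2 levels of 9.58 ± 0.11 at 0.5 Gy and 11.21 ± 0.05 at 1.4 Gy (SD, n = 3 arrays of 1 pool per group), and Hspd1, a mitochondrial chaperone, 11.10 ± 0.13 and 12.36 ± 0.15, the 2 sets of arrays being normalized separately. Their ratios to the controls at 0.5 Gy were −1.89 and −1.43 ± 0.08, and −1.44 and −0.97 after joint normalization, against −0.25 and −0.17 at 1.4 Gy. Between the 0.5 and 1.4 Gy pools, limma called 4972 probes (2470 after joint normalization), and between the 0.05 and 0.5 Gy pools 263 (268). The other comparisons with 1.4 Gy gave 4889, 1624, and 929 probes for 0.05, 11, and 32 Gy (jointly 1714, 1349, and 778). Between 0.05 and 11 Gy, 3145 probes differed before joint normalization and 232 after it. Between 11 and 32 Gy, which were normalized in 1 set, the counts were 220 and 183. Of the 10 ways to split 6 arrays into 3 and 3, all but the real one gave 0 called probes in the authors' values, yet 10 splits are too few for a test.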

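Bhlha15, a transcription factor of secretory cells, had a log2 ratio of −2.27 ± 0.07 at 1.4 Gy (SE, n = 3 arrays of 1 pool per group) and differed by −2.99 from the mean of the other 4 doses (−3.32 after joint normalization of the 2 separately normalized array sets). Lists of salivary and muscle genes were placed lower at 1.4 Gy than at the other 4 doses: 15 of 18 submandibular, 4 of 12 parotid, 13 of 17 duct and acinar, and 23 of 29 muscle genes (camera adjusted p = 5.8e-42, 3.8e-07, 5.1e-33, and 5.2e-44). Of the parotid genes, 1 was higher, and the median of that list was −0.04. Genes of fatty acid oxidation (17 of 18), complex I (27 of 35), and adipose tissue (13 of 15) were higher, and 15, 7, and 9 after joint normalization. In this contrast limma called 2103 probes higher and 591 lower at 1.4 Gy (686 and 811 jointly). Among 100 splits of the irradiated arrays into 5 groups of 3, the real one included, the highest other count was 868 against the real 2694 (jointly 15 against 1497). The other splits mix arrays of different pools, so this shows only that the pools differed, whatever the cause. The paper reasons from the number and the direction of the regulated transcripts: more of them at 0.05 and 0.5 Gy, mostly lower, fewer at 11 and 32 Gy, mostly higher, nearly equal directions with the highest dose-specific share at 1.4 Gy, and a pooled response of 0.05 and 0.5 Gy that was less shared still. In these the paper sees signs of an underlying difference between the responses to low and high doses, with 1.4 Gy as a phase in between.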

Gene ontology data provide comprehensive descriptions of defined gene product properties, which describe how genes function in a normal cellular context. The Nexus software is quite specific and does not classify regulated biological functions into main categories. However, a broader categorization was performed using a web-based GO term search function [21,22]. In the present investigation, the regulated biological functions were classified under seven different main biological processes (cellular process, immune response, metabolic process, transport, response to stimulus, system process, and developmental process). Biological processes related to cell signaling and response to stimuli with an impact on cell cycle regulation and proliferation were activated through the signal transduction pathway and only detected at 1.4 and 11 Gy. Biological processes related to transport were affected at all absorbed doses with a peak at 1.4 Gy. Together with regulation of signal transduction at 1.4 Gy, this indicates that there is a high activity of activated cellular processes in the thyroid. We suggest that this is a radiation-induced response to damages in the DNA and/or other sub-cellular components from absorbed doses high enough to produce a severe but still reparable damage. At absorbed doses above 11 Gy, lesions are probably too large to be repaired, resulting in reduced cellular activity to primarily maintain survival since some transport and signal transduction systems are still working to some extent. Immune response was observed in thyroid tissue after exposure to 0.05 and 11 Gy. However, no biological processes related to inflammatory response were detected at any absorbed doses. These results are in agreement with a previous study on gene expression levels in mouse brain and kidney tissue where an inflammatory response was not triggered 8 and 24 h after irradiation [15]. 

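S100a8, a calcium-binding protein of neutrophils, was among the genes of inflammation that changed. It had log2 ratios of −1.89, −2.22, 0.66, −1.26 and −0.15 at 0.05, 0.5, 1.4, 11, and 32 Gy (SE 0.08, n = 3 arrays of 1 pool per group), called at all but 32 Gy, and −1.27 and −1.60 after joint normalization of the 2 separately normalized array sets at 0.05 and 0.5 Gy. Lcn2, lipocalin 2, rose by 1.85 ± 0.10 at 0.5 Gy (jointly 2.41) and fell by 1.11 ± 0.10 at 1.4 Gy. Of 19 genes of inflammation, 0, 1, 1, 0 and 0 were higher and 2, 2, 1, 2 and 0 lower, and limma called 0 at 32 Gy (3 with an unadjusted p under 0.05; jointly 0 and 2 higher and 2 and 2 lower at 0.05 and 0.5 Gy). Camera gave adjusted p of 0.763, 0.348, 0.26, 0.863 and 0.989 for the list, whose median at 0.5 Gy, −0.10, lay above that of all probes. Gbp2, an interferon-induced guanylate-binding protein, had a ratio of −1.15 ± 0.07 at 0.05 Gy (jointly −0.54, not called). Of 13 interferon response genes, 3 and 2 were lower at 0.05 and 0.5 Gy (jointly 0 and 0 lower and 0 and 1 higher), and limma called 0 at 1.4, 11, and 32 Gy (2, 5 and 6 with an unadjusted p under 0.05). At 32 Gy, camera set the interferon list higher (adjusted p = 0.00545, median 0.05), while the other doses had 0.612, 0.295, 0.378, and 0.722. After joint normalization, the list was placed higher at 0.5 Gy too (adjusted p = 0.0117, 0.0377 with an estimated correlation, median 0.23).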

Inflammation is a primary acute response to radiation damage with regulation of chemokines and cytokines minutes to hours subsequent irradiation; after which, a more proliferative phase begins with cell migration and macrophage and monocyte activity [2]. Since the present study has been performed with internal ongoing irradiation with maximum uptake of ^211^At at 16 h after injection, killing the animals 24 h following irradiation might be too late a time point to observe regulation of chemokines and cytokines and too early for late inflammatory effects. To further study the inflammatory response at a transcriptional level, studies with different temporal end points are needed. In addition, metabolic, system, and developmental processes are regulated at all absorbed doses. We suggest that these are related to basal cellular maintenance functions.

Radiation damage will eventually be healed through tissue remodeling, and an excessive deposition of collagen is a known characteristic of radiation fibrosis. Collagen synthesis usually occurs months to years after radiation damage; hence, effects related to collagen were not likely to be apparent in the present study [2]. However, an effect on collagen fibril organization was observed after exposure to 0.05 Gy, indicating fibrogenesis activity. In addition, up-regulation of the pro-inflammatory tumor necrosis factor alpha (*Tnfa)* is an early sign of radiation-induced fibrogenesis [25]. 

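Col1a1, a chain of type I collagen, had a log2 ratio of −0.95 ± 0.08 at 0.05 Gy (SE, n = 3 arrays of 1 pool per group) and −0.42 after joint normalization of the 2 separately normalized array sets, which was not called. Col6a2, a chain of type VI collagen, had −0.92 ± 0.09 at 0.05 Gy and −1.10 ± 0.09 at 0.5 Gy (jointly −0.39 and −0.56, not called). Of 14 fibroblast and collagen genes, 7 and 8 were lower at 0.05 and 0.5 Gy, and 0 and 0 after joint normalization. Camera gave adjusted p of 0.025 and 0.0369, and 0.132 and 0.153 with an estimated correlation. At 1.4 Gy, Pdgfra, a growth factor receptor of fibroblasts, rose by 0.88 ± 0.13, as did Lox, which crosslinks collagen (0.75 ± 0.10; jointly 0.52, not called), and the list was higher (camera adjusted p = 8.2e-05). At 11 and 32 Gy, limma called 0 of these genes, with 5 and 4 at an unadjusted p under 0.05 (camera adjusted p = 0.613 and 0.768). Of the genes that the study assigned to collagen fibril organization at 0.05 Gy, 2 of 2 were lower, and 0 jointly.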

Activation of *Tnfaip8* was observed at 1.4 Gy alone, but genes associated with tumor necrosis factor receptors were up-regulated at all absorbed doses except for 1.4 Gy.

Statistically, a mean absorbed dose of 1.2 Gy results in one alpha particle track per thyroid cell, which is close to the 1.4 Gy used in this study. Consequently, 0.05 and 0.5 Gy will result in hitting only approximately 4% and 40% of the cells in the thyroid gland (A Josefsson and E Forssell-Aronsson, unpublished work). The increase in absorbed dose from 0.05 and 0.5 Gy to 1.4 Gy should, therefore, not mainly result in an increase of energy deposited in each cell but rather in an increased number of cells hit. If this is true, the biological effects reflected by the gene expression seen at 0.05 and 0.5 Gy would be diluted (the same transcripts affected, but with lower magnitude) as the majority of the cells participating in the analysis are not actually irradiated (but still included in the analysis). In addition, at 0.05 and 0.5 Gy, the complete thyroidal response involves a much higher number of genes compared to when a higher proportion of cells are irradiated. These results could be explained by a bystander effect, with regulation (activation and/or repression) of a substantial number of genes at lower absorbed doses with origin in non-irradiated cells. Gene expression studies of the bystander effect *in vitro* have shown that non-irradiated cells exposed medium from irradiated cells primarily induced over-expression of a large number of genes [26]. This is not consistent with our data as the majority of genes detected only at 0.05 and 0.5 Gy were primarily down-regulated. Another study used a low fluency of alpha particles and demonstrated that, when only 2% of the cell population was irradiated, the *CDKN1A*, *CDC2*, *CCNB1*, and *RAD51* genes were expressed in a greater proportion of cells than anticipated, an effect that decreased in the presence of a gap junction inhibitor [27]. None of these genes were affected in the present study with the exception of *Cdkn1a*, which was down-regulated after exposure to 0.5 Gy. 

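Cdkn1a, the p21 inhibitor of cyclin-dependent kinases, had a log2 ratio of −0.95 ± 0.08 at 0.5 Gy (SE, n = 3 arrays of 1 pool per group; adjusted p = 4.9e-11, limma) and −0.39 after joint normalization of the 2 separately normalized array sets, which was not called. At 0.05, 1.4, 11, and 32 Gy, its ratios were −0.54, 0.42, 0.05 and 0.42, none called (jointly 0.02 at 0.05 Gy). Cdk1 (the CDC2 gene) had −0.09, 0.05, 0.04, 0.21 and 0.07 at 0.05, 0.5, 1.4, 11, and 32 Gy (jointly 0.04 and 0.16 at 0.05 and 0.5 Gy), and no array of the controls or of the irradiated groups detected it.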

The lack of response in these genes may be related to the timing of the experiment.

As a result of working with an animal model, the injected ^211^At will circulate throughout the body and, thus, irradiate organs other than the thyroid. 

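Some genes of salivary glands, skeletal muscle, and brown fat were highly expressed in the non-irradiated controls. The highest level of a submandibular gene there was 13.70 (Klk1), of a parotid gene 15.00 (Dnase1), of a muscle gene 12.02 (Myl1), and of a brown fat gene 14.30 (Cox8b), on the log2 scale (means of n = 3 arrays of 1 pool). At 0, 0.05, 0.5, 1.4, 11, and 32 Gy, the median level of 18 submandibular and sublingual genes was 7.34, 14.00, 13.97, 9.73, 14.06 and 13.40, and that of 12 parotid genes 11.01, 6.69, 6.85, 6.76, 7.52 and 6.86. The medians were 7.35, 8.89, 8.63, 8.18, 8.98 and 10.16 for skeletal muscle and 11.99, 10.82, 9.55, 11.78, 11.83 and 11.81 for brown adipose tissue, with the 0.05 and 0.5 Gy arrays normalized separately. For thyroid follicular cell genes, they were 6.72, 6.57, 6.58, 6.72, 6.68 and 6.75, near the background. Pmp22, a myelin protein, was lower at 0.05 Gy (−0.92 ± 0.09, SE; jointly −0.33, not called) and higher at 1.4 Gy (0.61 ± 0.09), and of 4 Schwann cell and nerve genes 3, 1, 0, 0 and 0 were lower at the 5 doses (jointly 0 and 0 at 0.05 and 0.5 Gy; unadjusted p under 0.05 in limma: 0 and 0 at 11 and 32 Gy; camera adjusted p = 0.177, 0.677, 0.772, 0.458 and 0.863). Limma called 0 of 6 airway and oesophageal genes at any dose, with 3, 2, 2, 1 and 1 at an unadjusted p under 0.05 (camera adjusted p = 0.621, 0.358, 0.722, 0.953 and 0.601).

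**Figure D5:**
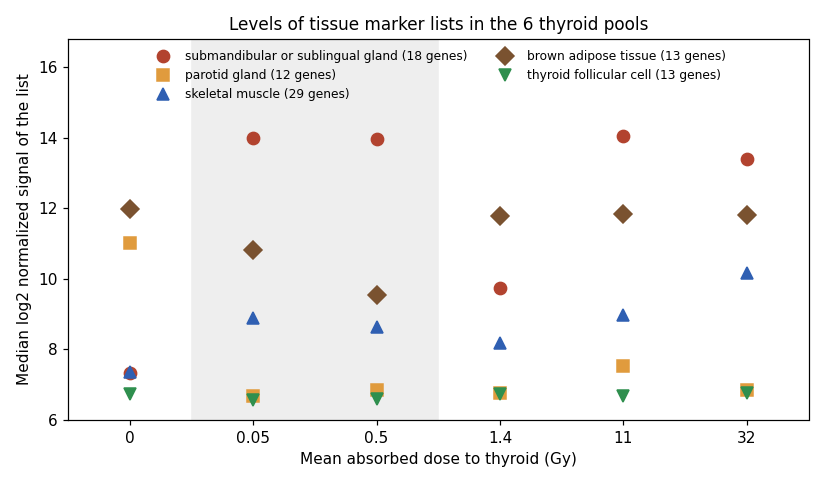
Median log2 level in each group of the genes on 5 tissue lists: submandibular and sublingual secretory proteins, parotid secretory proteins, skeletal muscle, brown adipose tissue, and thyroid follicular cells. From the controls to 0.05 Gy, the submandibular median goes from 7.34 to 14.00 and the parotid median from 11.01 to 6.69.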

As a consequence of organ interaction (through, e.g., signaling and hormones), some of the biological response seen in the present study may originate from tissues other than the thyroid. A previous study using ^131^I demonstrated that very low absorbed doses (in milligray level) had a distinct impact on gene expression in the liver, spleen, kidneys, and lung 24 h after injection [28]. Assuming that this also occurs after ^211^At exposure, signaling substances emitted from other organs in the mouse might have an impact on gene expression in the thyroid.

To fully understand the cellular response to ionizing radiation, it is necessary to have a comprehensive picture of the normal expression of genes and different signaling pathways involved in each specific tissue. Therefore, we identified normally expressed genes in normal mouse thyroid tissue by comparing mRNA expression levels for transcripts with previously known and unknown expression patterns in mouse thyroid [29]. However, compared to expression in normal thyroid tissue, genes down-regulated in irradiated thyroid tissue must have some expression at the transcriptional level in normal untreated thyroid tissue. The shared genes with known expression at the mRNA level in normal mouse thyroid tissue had a log_2_ value between 6.8 and 13.8 in non-irradiated mouse thyroid tissue. We used the lower log_2_ value as a cutoff where all genes with a log_2_ value over 6.8 were considered as normally expressed. All but one of the genes (*Klk1b21*) that were differentially expressed at all absorbed doses were expressed in normal mouse thyroid. By using this method, we identified 10,578 transcripts in the present study with elevated mRNA levels.

Thyroid stunning is a debated phenomenon where a low amount of radioiodine administered for treatment planning results in a lower thyroid uptake of administered radioiodine at the subsequent treatment [30]. The gene *SLC5A5* encodes for the sodium-iodide symporter, which is responsible for transporting iodine and, to some extent, astatine into the thyroid follicles [12]. Transport of iodine after ^211^At exposure has been measured in an *in vitro* system using thyroid cells where an increase in iodine transport was reported immediately after irradiation ended. At 12 h, the iodine transport returned to normal only to further decrease over the following 5 days. Down-regulation at the mRNA level of NIS was 61% at 5 days after irradiation compared with non-irradiated controls [31]. In humans, the *SLC5A8* gene encodes for the sodium/monocarboxylate transporter, which is 70% homologous to NIS [32]. In the present study, the *Slc5a8* gene was down-regulated at 1.4 Gy, but up-regulated at all other absorbed doses. Several other genes that belong to the solute carrier group were also differentially expressed, but their impact on iodide transport is still unknown. Additionally, the *Ttr* gene (down-regulated for 1.4 and 11 Gy) encodes for the transthyretin protein, which takes part in transporting thyroxine (T4). Little is known about the expression of transthyretin in human thyroid tissue, and it is mainly produced in the brain and liver. Taken together, the thyroid function is affected at some level; however, the impact it may have at a higher translational level is unclear. In addition, we suggest that future studies should include measurements of the thyroid stimulating hormone blood levels as well as other suitable biomarkers of thyroid function.

The 130 transcripts differentially expressed and shared among all irradiated groups may be attributed to (1) genes with normal expression in thyroid tissue, (2) genes not normally expressed but still specific for thyroid tissue, and (3) genes that are specific for ^211^At irradiation. However, as majority of these transcripts have unknown protein expression in human thyroid tissue (83/130) and unknown gene expression in mouse thyroid tissue (96/130) (according to The Human Protein Atlas and UniGene, respectively), the possibility to determine this distribution is limited. Furthermore, not corresponding with UniGene and The Human Protein Atlas, *Dmbt1* (synonym: *Crp*) and *Rab27a* are expressed at the mRNA level in mouse thyroid and at the protein level in human thyroid, respectively [33,34]. In addition, *Dnase1* has detectable mRNA levels in mouse thyroid [29]. Also, several highly affected genes detected in the present study have unknown biological functions, such as *Spt1* (up-regulated with fold change: 152, 152, 83, 143, and 123 at 0.05, 0.5, 1.4, 11, and 32 Gy, respectively) and *Smr1* (down-regulated with fold change: 115, 132, 138, 24, and 128 at 0.05, 0.5, 1.4, 11, and 32 Gy, respectively). These genes may play an important role in the biological response to irradiation, and further studies at the protein level will possibly clarify their involvements.

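Dmbt1, a secreted scavenger receptor, had a log2 level of 7.57 ± 0.14 in the non-irradiated controls (SD, n = 3 arrays of 1 pool), and ratios of −1.04, −1.11, −0.88, −0.91 and −0.90 at 0.05, 0.5, 1.4, 11, and 32 Gy (SE 0.08; jointly −0.62 and −0.68 at the separately normalized 0.05 and 0.5 Gy). In the irradiated groups no array detected it, so it was at least 1.68, 1.72, 1.46, 1.4 and 1.45-fold lower. Rab27a, a GTPase of granule secretion, had a level of 8.63 ± 0.10 in the controls and ratios of 0.85, 0.99, −0.82, 1.55 and 1.10 (SE 0.10; jointly 1.42 and 1.56 at 0.05 and 0.5 Gy).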

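Spt1 (Mucl2), a salivary protein, was not detected in the controls and had log2 ratios of 7.70, 7.69, 7.02, 7.88 and 7.63 at 0.05, 0.5, 1.4, 11, and 32 Gy (SE 0.09, n = 3 arrays of 1 pool per group). It was thus at least 181, 180, 114, 206 and 173-fold higher. Smr1 (Smr3a), a secreted prohormone of the submandibular gland, had ratios of −7.81, −8.03, −7.82, −5.05 and −7.69 (SE 0.07) and was at least 204, 210, 177 and 176-fold lower at 0.05, 0.5, 1.4, and 32 Gy, where no array detected it. At 11 Gy, all 3 arrays detected Smr1, at a level of 9.45 ± 0.15 (SD) against 14.50 ± 0.02 in the controls. Joint normalization of the 2 separately normalized array sets gave 7.89 and 7.92 for Mucl2 and −7.69 and −7.89 for Smr3a at 0.05 and 0.5 Gy.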

In a clinical phase-I study, patients were infused with ^211^At-labeled monoclonal antibody fragments (absorbed doses were 0.2 to 0.82 Gy and 0.02 to 0.18 Gy to the unblocked and blocked thyroid, respectively) without detecting any toxicological effects after 23 months [10]. These absorbed doses are close to the 0.05- and 0.5-Gy doses used in the present study. Many cellular processes and a high number of transcripts were regulated after exposure at these low absorbed doses. We deem it important to perform molecular studies on radiation-induced changes in the thyroid at different temporal end points in order to gain a more in-depth understanding of possible damaging effects.

Gene expression profiling has been proposed as a potential biomarker for retrospective biodosimetry, and studies have been performed primarily *in vitro* and *ex vivo* using X-rays or gamma radiation [13,14]. The present study does not validate the genes suggested as candidate biomarkers in these reviews since a minor proportion were differentially expressed in our data (Table 3). However, there are many differences between internal alpha particle irradiation from radionuclides and external irradiation, where a linear accelerator or gamma-emitting radionuclides are used. Additionally, *in vitro* and *ex vivo* studies do not provide a comprehensive explanation of the causal effects of radiation in tissues as these methods lack the complexity of a complete organism with interacting tissues. Thyroid tissue consists of many different cell types, both tissue-specific (thyrocytes and C cells) and general cells (e.g., endothelial, muscular, and fat cells). It is not likely that a single gene will be able to function as a retrospective biomarker for biodosimetry; however, computational informatics have been used to construct a 74 multi-genetic signature that can be used to distinguish between four different absorbed doses (0.5, 2, 5, and 8 Gy using Cs-137 as a gamma source), an approach which this present study supports [35].

## Conclusions

In conclusion, these results demonstrate the complexity of radiation-induced biological effects. Thus, care should be taken when interpolating effects between high and low absorbed doses, independent of gene expression level. We conclude that the thyroid was significantly affected at absorbed-dose levels similar to those obtained in radionuclide therapy for tumors. Due to the increased heterogeneous irradiation at low absorbed doses, we suggest that this response partly originates from non-irradiated cells in the tissue, i.e., bystander cells.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

NR and EFA designed the animal study, while NR and TZP carried out the animal trial. TZP carried out the extraction of RNA and preprocessing of the data. NR performed the first analysis of the data along with KH. All authors contributed to the scientific and intellectual discussion and interpretation of the data. NR drafted the manuscript; however, all authors participated with substantial input and revision of the manuscript. All authors read and approved the final manuscript.

## Authors' information

NR has an MSc degree in physics, ES has an MSc degree in medical physics, and TZP has a BSc degree in biology. They are PhD students at the Sahlgrenska Academy, which is the medical faculty of the Gothenburg University. KH has a PhD degree in genetics and is an associate professor in genetics. EFA has a PhD degree in medical physics and is a professor in medical physics.

## Supplementary Material

Additional file 1 **Comparisons between all irradiated and non-irradiated groups.** Raw data is given from the Nexus program, which compares gene expression levels between two selected groups. Here, every possible comparison is shown. Click here for file

Additional file 2 **The distribution of differentially expressed transcripts.** The differentially expressed transcripts are divided into ‘sets’, which describe similarities and differences among the absorbed doses. Here, these sets are shown with the number and percentage of the total number of regulated transcript for each absorbed dose. Red color represents down-regulation, green color represents up-regulation, and the blue color scale to the right represents the magnitude of percent transcripts distributed in that specific set for each absorbed dose. For example, six transcripts (equal to 0.5% of the total number of 1,225 transcripts regulated after exposure to 0.05 Gy) are up-regulated and unique for the 0.05-Gy gene expression profile. Click here for file

Additional file 3 **Affected biological processes with associated genes.** Regulated genes are connected to biological processes through Gene Ontology terms. Here, all affected biological processes are shown together with their regulating genes. Gene expression is either induced or repressed while direction of regulation of the biological processes is not accessible. Click here for file

Additional file 4 **Log**_**2**_**values for all 25,683 probes used.** Genes with log_2_ value over 6.8 is considered to be expressed in normal unirradiated mouse thyroid and marked green. Genes marked red are not expressed in normal mouse thyroid. Data is sorted from A to Z. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

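Thyroids of 21 female BALB/c nude mice in 6 groups were taken 24 h after injection of 211At or, for the controls, after treatment with an empty syringe. The thyroids of each group were pooled before RNA extraction, and RNA of each of the 6 pools was run on 3 Illumina MouseRef-8 arrays, 18 arrays in all. Replicate numbers name arrays of 1 pool and were not used to pair arrays across groups. The spread between them is that of the array measurement, and the variation between mice of a group was not measured.

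The authors read the arrays with BeadScan 3.5.31.17122 and preprocessed and quantile-normalized the signals in the BioArray Software Environment at SCIBLU. The deposited values are fluorescence intensity on the linear scale, before and after that normalization, each with a detection p-value per probe and array. Whether background was subtracted is not stated. In the normalized values, the 6 arrays of 0.05 and 0.5 Gy share 1 distribution and the 12 arrays of 0, 1.4, 11, and 32 Gy another, so that 2 sets were normalized separately. The upper quartile of the set of 0.05 and 0.5 Gy lies 0.44 log2 units below that of the other. The deposited series table holds the same values as the normalized one (largest difference 0). Values for 815 control probes were not used here. Of the other probes, 23978 have a gene symbol in the probe table used and 1719 have none and are not named. Klk1b4 and Crisp1 have no probe named in that table and are not analysed here.

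Between 10257 and 11328 probes per array had a detection p-value under 0.01, with median raw signals of 86.3 to 115, and 11314 probes were detected on all 3 arrays of at least 1 group. For a probe detected on none of the 3 arrays of a group, a ratio is only a bound, in most cases also given as at least so many fold.

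Tests ran on log2 of the authors' normalized values in limma 3.58.1 under R 4.3.3, and figures were drawn with matplotlib 3.10.9 under Python 3.11.15. A mean was fitted per group over all 18 arrays, and each dose was compared with 0 Gy, 1.4 Gy with the mean of the other 4 doses, and each 2 doses with each other, with moderated statistics and a Benjamini-Hochberg adjustment over all probes. A probe was called at an adjusted p under 0.01 and at least 1.5-fold, the thresholds of the paper. Adjusted p-values beside genes in the text are those of limma. Differences among the 5 doses were tested with limma's F test. Standard errors are the moderated ones of limma, and SD is between the 3 arrays. The sources used here do not name the test that the authors ran in their program. On simulated data, with changes put into 50 detected probes for each size, limma called 0 of 1.2-fold (9 passed the adjusted p alone), 30 of 1.5-fold, 50 of 2-fold, and 50 of 4-fold in the right direction, with 0 false calls in limma.

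Gene lists were tested with camera (preset correlation 0.01, two-sided), adjusted over all lists and comparisons, at a threshold of 0.05. There were 34 lists: thyroid follicular cells, thyroid C cells, parathyroid, submandibular or sublingual secretory proteins, parotid secretory proteins, salivary ducts and acini, skeletal muscle, brown fat, adipose tissue, erythrocytes, T cells and thymus, B cells, macrophages, MHC class II, fibroblasts and collagen, endothelium, cartilage, Schwann cells and nerve, airway and oesophagus, p53 targets, DNA repair, cell cycle, immediate early genes, heat shock, endoplasmic reticulum stress and amino acid response, inflammation, interferon response, tricarboxylic acid cycle, fatty acid oxidation, respiratory complex I, cholesterol synthesis, thyroid hormone transport, solute carriers, and the literature genes of Table 3. The last 2 follow the paper, and 43 of 56 entries of Table 3 matched a probe. Older symbols were matched by the names written beside them, and each gene is given by its probe with the highest mean over the 18 arrays, unless other probes are named. The probes of Klk1b27, Klk1b5, Slc5a8, Gjb2, Tnfrsf19, Tnfrsf21, Trp53inp1, Ccng1, Gadd45a, Gadd45g, Xrcc6, Mak10, Mdm2, and Tnfrsf10b differ in their calls. Camera compares a list with all other genes, and at 0.05 and 0.5 Gy the median of all probes was −0.19 and −0.19, so that a list can lie below 0 and yet be placed higher. The size of a camera p-value rests on the preset correlation. For the submandibular list at 0.05 Gy, camera gave an adjusted p of 8.0e-102 with it and 2.1e-09 with an estimated correlation. Between 1.4 Gy and the other 4 doses, camera set the cell cycle list lower (adjusted p = 0.0454, 0.107 with an estimated correlation, 0.0879 jointly) with a median of 0.00 and a mean of 0.01. With an estimated correlation, camera no longer called the fibroblast list at 0.05 and 0.5 Gy (0.132 and 0.153), MHC class II at 0.5 Gy (0.0597), erythrocytes at 11 Gy and between 1.4 Gy and the others (0.0613 and 0.0509), heat shock at 1.4 Gy (0.0711), and p53 targets between 1.4 Gy and the others (0.0585). It then also set the solute carriers lower at 1.4 Gy against the controls and against the other doses (0.00237 and 0.00332).

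The comparisons, tests, thresholds, lists, and alternatives were set before the data were examined, except where the text says otherwise. So was the rule for the genes named: every gene that the paper names in its results, Fig. 3, or Table 3, the 10 largest rises and the 10 largest falls at each dose with all arrays of a dose on 1 side of the controls, and up to 4 members with the largest changes per list and comparison. The values in the paper's figures, tables, and additional files had been read when this rule was written.

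The alternatives were quantile normalization of all 18 arrays together from the raw signals (joint normalization), neqc, scaling to the 75th percentile, detected probes only, only the 6 arrays compared, a block for the replicate number, an adjusted p under 0.05, at least 2-fold, no test, leaving out each array, camera with an estimated correlation, fry, and all probes of a list's genes. The scale of Additional file 1, a fit of the 12 arrays normalized as 1 set, and the joint normalization of the gene lists were added after the data were seen. Of Additional file 1, 1089 entries were at hand, and Additional file 4 and the cells of Additional file 3 were at hand in part. The genes of Fig. 2, a picture, were used only to mark members of the tissue lists in 2 tests, and the enrichment of processes was not repeated here. Genes that Additional file 3 assigns to a process were chosen by the study from these same arrays, so their counts are not independent of it.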

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

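In this part, the joint normalization of the gene lists and the test of the salivary genes outside Fig. 2 were chosen only after the results were seen.

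Lists that mark a tissue or a pathway differed from the controls. The paper itself reports muscle contraction and, at 0.5 Gy, the tricarboxylic acid cycle, fatty acid metabolism, and electron transport, and names some of the muscle and salivary genes, while the lists also hold genes that it does not discuss. For 9 lists, at least 50% of the members were called at 1 dose or more, before and after joint normalization, and camera placed the list apart from the other genes (adjusted p under 0.05) with its preset and with an estimated correlation, and after joint normalization too. The submandibular and sublingual list met this as well but is left out, since its kallikreins are a main result of the paper. Of the doses that met it, the 1 with the most called members is given. Of 12 parotid secretory genes, some of which the paper names, 10 were lower at 1.4 Gy, with a list median of −3.64 on the log2 scale, and of 29 skeletal muscle genes, 27 were higher at 32 Gy (2.55). At 0.5 Gy, 14 of 17 genes of salivary ducts and acini were higher (1.01; 14 genes and 1.23 after joint normalization of the 2 separately normalized array sets). At the same dose, genes of mitochondria and brown fat were lower: 34 of 35 of respiratory complex I (jointly 26), 17 of 18 of fatty acid oxidation (16), 14 of 15 of the tricarboxylic acid cycle (13), and 10 of 13 of brown adipose tissue (9). So were 10 of 11 endothelial genes (jointly 7), and at 0.05 Gy 4 of 5 erythrocyte genes (jointly 3; as many at 0.5 Gy). At 0.05 Gy, 10 endothelial and 14 tricarboxylic acid cycle genes were lower too, but 2 and 6 jointly. Mucl1 was called at 0.5 Gy and at no other dose, with a log2 ratio of 6.27 (jointly 6.48).

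Pools of different doses also differed from each other. Between 1.4 Gy and the mean of the other 4 doses, limma called 2694 probes (1497 jointly), of which 591 were lower at 1.4 Gy, and the F test among the 5 doses called 13087 (6492 jointly). Of 100 splits of the arrays, only the real one gave as many for either test, the highest other split giving 868 and 8213. The other splits mix arrays of different pools, so the real one leads wherever pools differ, whatever the cause. This says nothing about differences between mice, since each dose is 1 pool.

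For the probes lower at 1.4 Gy, the tables argue against the separate normalization of 2 array sets as the cause: after joint normalization there were 1.37 times as many (811). A smaller amount of salivary gland tissue in the 1.4 Gy pool stays open as a possible explanation, with 19 of 19 salivary genes (100%) below the other doses, by −0.07 to −4.27 on the log2 scale (jointly 19 of 19). These are the genes on the 3 salivary lists that Fig. 2 does not show and that the 3 arrays of an irradiated pool detected. A gene that passed only through other pools lies near background at 1.4 Gy and so below them. The 19 of 19 is thus partly fixed in advance and cannot decide. With the Fig. 2 genes included, 16 of 18 submandibular, 9 of 11 parotid, and 16 of 16 duct and acinar genes detected lay below the other doses. Prol1, on the submandibular list and near the upper end of the signal range, was not lower at 1.4 Gy. In the authors' values, its log2 ratio was 3.70 there, against 3.05, 3.18, 3.48, and 3.33 at 0.05, 0.5, 11, and 32 Gy. Scgb2b27, of the same list and also near the upper end, was nearly level between doses. Other drops were unequal: Klk1b11 had 2.03 at 1.4 Gy against 6.65, 6.49, 6.67, and 6.05, and Smgc 6.57 against 8.18, 8.13, 8.41, and 8.31. Whether less tissue could give such unequal drops was not tested. Of the 47 salivary genes, 32 were among the 591 lower probes, and 1 was called higher (jointly 0). The detected genes of these lists had medians of −3.67 (submandibular), −0.05 (parotid), and −1.43 (ducts and acini) relative to the other doses, and muscle genes were lower as well (−1.02). A response to 1.4 Gy itself stays open too and was not tested, as 1 pool per dose cannot separate it from a difference between pools.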

How the results depend on the processing

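The 2 settings on the paper's scale and on the 12 arrays alone, and the joint normalization of the gene lists, were chosen only after the data were seen. Of the counts and shares, 269 values stayed near those from the authors' values (counts within 1.5 times, shares within the 95% confidence interval), and 138 did not. All 40 values from detected probes only, 39 at an adjusted p under 0.05, 39 with no test, 36 with 6 arrays in the fit, and 12 with 12 stayed so. Joint normalization gave 1221 and 1938 probes at 0.05 and 0.5 Gy (from 4300 and 4313), lower shares of 45.5 and 51.5% at 0.05 and 0.5 Gy (from 93.8 and 91.1%), shares called at 1 dose alone of 7.86, 38.3, and 4.9% at 0.05, 0.5, and 11 Gy (from 14.6, 13.1, and 16.5%), 1497 probes between 1.4 Gy and the other 4 doses (from 2694), 2948 probes between 2 doses (from 6930), and 6492 probes in the F test (from 13087). With neqc, there were 2546, 1345, 1588, and 1150 probes at 0.05, 1.4, 11, and 32 Gy (from 4300, 786, 849, and 644), lower shares of 51.5, 51.4, 43.3, and 41.4% at 0.05, 0.5, 11, and 32 Gy (from 93.8, 91.1, 32.5, and 35.7%), shares called at 1 dose alone of 10.9, 30.6, and 7.93% at 0.05, 0.5, and 11 Gy (from 14.6, 13.1, and 16.5%), 280 probes called at all 5 doses (from 153), 98 probes lower at 1.4 Gy and higher at the other 4 (from 44), and 5855 probes in the F test (from 13087). 75th-percentile scaling gave 1287 and 2017 probes at 0.05 and 0.5 Gy (from 4300 and 4313), lower shares of 51.4, 55, 36.6, 60.3, and 43% at 0.05, 0.5, 1.4, 11, and 32 Gy (from 93.8, 91.1, 48.4, 32.5, and 35.7%), shares called at 1 dose alone of 7.46, 33.4, 43.7, and 7.59% at 0.05, 0.5, 1.4, and 11 Gy (from 14.6, 13.1, 35.6, and 16.5%), and 3452 probes between 2 doses (from 6930). On the scale of the paper's ratios, there were 1677 and 2299 probes at 0.05 and 0.5 Gy (from 4300 and 4313), lower shares of 74.9, 74.3, 28.9, and 31.9% at 0.05, 0.5, 11, and 32 Gy (from 93.8, 91.1, 32.5, and 35.7%), shares called at 1 dose alone of 9.12, 30.5, 44.9, and 10.4% at 0.05, 0.5, 1.4, and 11 Gy (from 14.6, 13.1, 35.6, and 16.5%), 1665 probes between 1.4 Gy and the other 4 doses (from 2694), and 3650 probes between 2 doses (from 6930). A change of at least 2-fold, which by itself removes smaller changes, left 1102, 1572, 253, 285, and 239 probes at 0.05, 0.5, 1.4, 11, and 32 Gy (from 4300, 4313, 786, 849, and 644), lower shares of 86.7, 87.4, 65.2, 17.9, and 22.2% at 0.05, 0.5, 1.4, 11, and 32 Gy (from 93.8, 91.1, 48.4, 32.5, and 35.7%), shares called at 1 dose alone of 10.5, 35.6, 51.4, 13.3, and 12.1% at 0.05, 0.5, 1.4, 11, and 32 Gy (from 14.6, 13.1, 35.6, 16.5, and 6.52%), 70 probes called at all 5 doses (from 153), 8 probes lower at 1.4 Gy and higher at the other 4 (from 44), 665 probes between 1.4 Gy and the other 4 doses (from 2694), and 2590 probes between 2 doses (from 6930). For neqc, 75th-percentile scaling, and the paper's scale, the cause was not tested.

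When 1 array was left out, limma taking the other groups' spread for the pair that stayed, the counts were 4286 to 4413, 4340 to 4383, 769 to 837, 851 to 909, and 646 to 677 in rising order of dose, with shares called at 1 dose alone of 13.9 to 16.2% at 0.05 Gy and 12.6 to 14.2% at 0.5 Gy. Over these refits, 5901 values of named genes kept their side of the thresholds, whether called or not. A call was lost for 40 values and gained for 44, with no reversal. Lost calls of log2 ratios named in the text were Chad at 0.5 Gy without array 1 of 0 Gy (−0.58) and array 3 of 0 Gy (−0.58), Acadl at 1.4 Gy without array 2 of 1.4 Gy (0.58), Pmp22 at 1.4 Gy without array 2 of 0 Gy (0.58), array 3 of 0 Gy (0.57), and array 3 of 1.4 Gy (0.54), Slco4a1 at 1.4 Gy without array 2 of 0 Gy (−0.56), Dusp1 at 11 Gy without array 2 of 0 Gy (0.57) and array 2 of 11 Gy (0.54), Jun at 11 Gy without array 3 of 0 Gy (0.53) and array 2 of 11 Gy (0.58), Ndufa3 at 11 Gy without array 2 of 11 Gy (−0.56), Tnfrsf19 at 32 Gy without array 2 of 0 Gy (0.58) and array 2 of 32 Gy (0.54), and Trp53inp1 at 32 Gy without array 1 of 0 Gy (0.69), array 2 of 0 Gy (0.63), array 2 of 32 Gy (0.76), and array 3 of 32 Gy (0.60), the last by its adjusted p. Calls were gained for Cdkn1a at 0.05 Gy without array 1 of 0 Gy (−0.61), Rab15 at 0.05 Gy without array 3 of 0.05 Gy (0.64), and Trp53inp1 at 0.05 Gy without array 3 of 0 Gy (0.72) and array 2 of 0.05 Gy (0.75). Under the other settings, 7713 values of named genes kept their side of the thresholds, 370 fell below them, and 130 rose past them in the same direction. The log2 fold change of Gbp2, 0.5 Gy against 0 Gy, reversed from −0.59 to 0.022 jointly, 0.0263 with neqc, and 0.0126 with 75th-percentile scaling, none of them called, where the arrays are no longer scaled apart.

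Of 204 camera tests of lists, 86 passed an adjusted p of 0.05. Of these, 78 kept their call with an estimated correlation (80 past it in all), 84 with all probes (94), 82 jointly (84, the gained ones being interferon at 0.5 Gy, 0.0117, and heat shock at 32 Gy, 0.0272), and 85 with fry (160). With all probes, the cholesterol list turned higher at 1.4 Gy (adjusted p = 0.0116, against 0.785 with 1 probe per gene, 0.795 with an estimated correlation, and 0.771 jointly), of which the cause was not tested. Camera compares a list with all other genes and fry asks whether the list itself moved, so that at 0.05 and 0.5 Gy, and between 1.4 Gy and the other doses, lists near the shifted median of all probes have opposite directions in these tests. For the Table 3 genes at 1.4 and 32 Gy the cause was not tested. Fry gave the direction opposite to camera with adjusted p of 2.2e-05 (follicular cells), 2.4e-05 (T cells), 0.00118 (B cells), 3.7e-06 (cartilage), 4.7e-04 (airway), 2.0e-05 (cell cycle), 2.3e-07 (immediate early genes), 7.6e-17 (solute carriers), and 2.0e-12 (Table 3 genes) at 0.05 Gy, 4.7e-05 (follicular cells), 0.00522 (parathyroid), 1.6e-05 (T cells), 3.6e-04 (B cells), 1.7e-05 (cartilage), 0.0163 (airway), 3.3e-04 (cell cycle), 3.9e-07 (inflammation), 3.6e-05 (interferon), 9.1e-17 (solute carriers), and 9.5e-13 (Table 3 genes) at 0.5 Gy, 2.3e-05 (Table 3 genes) at 1.4 Gy, 2.7e-06 (Table 3 genes) at 32 Gy, and 2.0e-04 (follicular cells), 5.0e-04 (T cells), 5.3e-04 (B cells), 0.00478 (airway), 0.685 (cell cycle), 1.3e-05 (interferon), and 3.9e-12 (solute carriers) between 1.4 Gy and the other 4 doses. Camera gave 0.00332 to 0.99 for these lists over its settings. The replicate numbers name arrays of 1 pool. Deviations of 45 array pairs with the same number had a mean r of 0.0848 (−0.0325 to 0.284, 13 over 0.1), against −0.0424 for pairs with different numbers, and 17 of 18 arrays correlated best with their own number. With the replicate block, 4300, 4316, 790, 852, and 646 probes were called at the 5 doses, among them all calls made without it, and the block changed no call of a gene named in the text and no count by over 1.5 times. A slide block was not run, since the sources used here name no slides, and the series matrix holds the same values as the normalized table. Tests ran on all probes, of which 11314 were detected on all 3 arrays of a group, and the F test called 10469 when only these were tested. In simulated data, limma called 60% of 1.5-fold and 100% of 2-fold changes in detected probes. Ratios to a group at background are only lower bounds.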

Differences from the paper's values

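The 2 alternatives on the paper's scale and on 12 arrays were chosen after the values were seen, and the others before the data were examined. The thresholds are those the paper states, while the name of its test is not given in the sources used here. For each of the 12 counts and shares below, the alternatives with detected probes only, 6 arrays in the fit, the replicate block, an adjusted p under 0.05, and no test stayed outside 1.5 times of the paper's value.

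At 0.05 and 0.5 Gy, the paper gives 1225 and 1636 differentially expressed transcripts, against 4300 and 4313 probes here. Among the alternatives, joint normalization of the 2 separately normalized array sets (1221 and 1938), 75th-percentile scaling (1287 and 2017), and at least 2-fold (1102 and 1572) gave counts within 1.5 times of the paper's, whereas neqc (2546 and 3592) did not. At 32 Gy, the paper gives 425, against 644 here, with joint normalization (531) and 75th-percentile scaling (537) within 1.5 times of it, and neqc (1150) and at least 2-fold (239) outside.

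The paper gives 887, 1156, 163, and 132 down-regulated transcripts at 0.05, 0.5, 11, and 32 Gy, against 4032, 3930, 276, and 230 here. At 0.05 Gy, neqc (1312), 75th-percentile scaling (661), and at least 2-fold (955) came within 1.5 times of the paper's count, and joint normalization (555) did not. At 0.5 Gy, these were joint normalization (998), 75th-percentile scaling (1110), and at least 2-fold (1374), but not neqc (1847). At 11 and 32 Gy, joint normalization did (243 and 198), but neqc (688 and 476), 75th-percentile scaling (548 and 231), and at least 2-fold (51 and 53) did not.

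Of the transcripts of 0.5 Gy, the paper finds 25% at that dose alone, against 13.1% here. The alternatives neqc (30.6%), 75th-percentile scaling (33.4%), and at least 2-fold (35.6%) came within 1.5 times, and joint normalization (38.3%) did not. Of the transcripts of 0.05 and 0.5 Gy, the paper finds 37 and 50% down-regulated at these 2 doses and at no other, against 68 and 67.8% here. For 0.05 Gy, no alternative set before the data were examined came within 1.5 times of the paper's 37%, neither joint normalization (22.4%), neqc (20.9%), 75th-percentile scaling (17%), nor at least 2-fold (71%). With the paper's totals of 1225 and 1636 transcripts, however, 1 shared set cannot be 37% of the smaller and 50% of the larger, while the 2 percentages in the opposite order fit it. Read so, the paper's 50% at 0.05 Gy lies within 1.5 times of the value here, and its 37% at 0.5 Gy within 1.5 times of that from at least 2-fold (49.8%) and not of joint normalization (14.1%), neqc (14.8%), or 75th-percentile scaling (10.9%). The paper's scale, chosen after seeing the values, gave 52.4 and 38.2% but drops 16 of its list. The paper finds 18, 36, and 29% of the transcripts of 0.05 Gy regulated also at 1.4, 11, and 32 Gy, against 7.81, 11.9, and 10.9% here. Joint normalization (21.9, 48.9, and 36.8%), neqc (23.1, 48.6, and 35.1%), and 75th-percentile scaling (21.8, 53.1, and 35.5%) came within 1.5 times of these 3 shares, and at least 2-fold (7.99, 16.6, and 16%) did not.

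The 1089 ratios of Additional file 1 used here match these values only after each array is centred on its mean and the log2 ratio divided by 1.1 (r = 1.00, largest gap 1.2e-04). This scale, chosen after seeing the values, gave 1677, 2299, and 527 probes at 0.05, 0.5, and 32 Gy and drops 16 of those 1089 transcripts of the paper's 0.05 Gy list, where joint normalization drops 422. On the same scale, chosen after seeing the values, 1256, 1708, 203, and 168 probes were lower at 0.05, 0.5, 11, and 32 Gy, and the shares were 30.5% at 0.5 Gy alone, 52.4% lower at 0.05 and 0.5 Gy only, and 14.6, 30.8, and 25.7% also called at 1.4, 11, and 32 Gy. With those 16 transcripts dropped, all 12 of these values lie within 1.5 times of the paper's.

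In Table 3, the paper's log2 ratio of Ccnd1 at 1.4 Gy is −0.9, against −1.13 here (−1.03 on the paper's scale; other probes −0.72 and −1.12), and only joint normalization and 75th-percentile scaling came within the error. For Gadd45g at 1.4 Gy, the paper's 1.1 stands against 0.97 on the paper's scale, the scale on which these ratios were compared. Off that scale, the ratio was 1.07, which rounds to the paper's 1.1, and the other probe had 1.23. On the paper's scale, only joint normalization and neqc came within the error for Gadd45g. For Gjb2 at 1.4 Gy, the paper's −0.9 stands against −1.33 (−1.21 on that scale; other probes −0.43 and −0.78), and only 75th-percentile scaling came within it. For Trp53inp2 at 0.5 Gy, the paper's −0.6 stands against −1.22 (−0.86 on that scale, jointly −0.62), with joint normalization, neqc, 75th-percentile scaling, and detected probes only within it. Detected probes only leave the ratio itself unchanged, and only the mean on which it is centred differs. On the paper's scale, the remaining alternatives set before the data were examined did not bring these 4 ratios within the error. Each comparison used 1 probe per gene. For Ccnd1, Gadd45g, and Gjb2, which have several probes, the difference may also come from the choice or combination of probes, which was not tested.

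Of 44 calls in Table 3 for genes with a probe, 36 were made here in the same direction, and 27 of 43 genes were called at 1 dose or more, against the paper's 20, where the paper speaks of few. Joint normalization called 18 genes, and the paper's scale, chosen after seeing the values, called 21 but drops 16 of its list at 0.05 Gy. The paper calls higher, and the authors' values here do not, Gadd45g (0.37, jointly 0.93), Gjb2 (0.49, jointly 1.11), Tnfrsf19 (0.50, jointly 0.59), Tnfrsf21 (0.53, jointly 0.98), and Trp53inp1 (0.53, jointly 0.86) at 0.05 Gy and Ccnd1 (0.40, jointly 1.06), Plcg2 (0.47, jointly 0.72), and Tnfrsf19 (0.38, jointly 0.48) at 0.5 Gy. Joint normalization of the separately normalized sets called these except Tnfrsf19 at 0.5 Gy (37 of the 44 in all), neqc called all of them, and 75th-percentile scaling called these except Tnfrsf19 at both doses. Trp53inp1 at 0.05 Gy without array 3 of 0 Gy (0.72) and array 2 of 0.05 Gy (0.75) was called too, as was Rab15 at 0.05 Gy without array 3 of 0.05 Gy (0.64). The paper's scale, chosen after seeing the values, called all 44 of the paper's calls and drops the same 16. Lower here but not called in the paper were Bag-1 (−0.62, jointly −0.22), Ephx2 (−0.61, jointly −0.05), Gja1 (−0.70, jointly −0.25), Mdm2 (−0.91, jointly −0.30), Tnfrsf10b (−0.61, jointly −0.04), Trp53inp2 (−0.86, jointly −0.25), Vegfb (−0.81, jointly −0.32), and Xrcc1 (−0.79, jointly −0.30) at 0.05 Gy and Bag-1 (−0.63, jointly −0.24), Ccng1 (−0.67, jointly −0.12), Mak10 (−0.64, jointly −0.05), Mdm2 (−0.67, jointly −0.05), and Tnfrsf10b (−0.93, jointly −0.36) at 0.5 Gy, and Jun at 11 Gy (0.60) and Tnfrsf19 at 32 Gy (0.61) were higher. Of these, the calls of Bag-1 at 0.05 Gy without array 1 of 0.05 Gy (−0.56), Ephx2 at 0.05 Gy without array 3 of 0 Gy (−0.54) and array 1 of 0.05 Gy (−0.53), Gja1 at 0.05 Gy without array 2 of 0.05 Gy (−0.54), Tnfrsf10b at 0.05 Gy without array 3 of 0 Gy (−0.47) and array 3 of 0.05 Gy (−0.58), and Mak10 at 0.5 Gy without array 2 of 0 Gy (−0.58) and array 3 of 0 Gy (−0.55) were lost.

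Of part of the transcripts common to all doses, the paper in 1 place gives lower at 1.4 Gy and higher at the other 4, as in its Fig. 2 and as for 44 probes here (45 jointly), and in another place the opposite. The paper in 1 place gives lower Ttr for 1.4 and 11 Gy only, and in others for all doses, and here Ttr was lower at all 5 (from −2.81 to −2.66, jointly −2.09 and −2.17 at 0.05 and 0.5 Gy). The paper has Urah higher at 0.05 Gy, Irs2 higher at all doses, and Rab15 higher at 0.05 Gy. Here, Urah (0.46) and Rab15 (0.55) at 0.05 Gy and Irs2 at 0.05 and 0.5 Gy (0.42 and 0.50) did not reach 1.5-fold. They were called after joint normalization of the separately normalized sets (1.03, 1.21, 0.90, and 0.98), with neqc, with 75th-percentile scaling, and on the paper's scale, which was chosen after seeing the values and drops 16 of its list. The paper's shares of transcripts found at 1 dose alone are smaller for 0.05 and 11 Gy than the 14.6 and 16.5% here, while joint normalization gave 7.86 and 4.9% and 32 Gy had 6.52%. Fig. 2 lists Klk1b27 and Klk1b5 among the transcripts common to all doses, whereas their probes with the highest signal were not called at 1.4 Gy (−0.03 and −0.15) and their other probes were (0.75 and 1.25).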

Other observations

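The joint normalization of the gene lists, the batch test across the 2 array sets, and the test of the tissue genes outside Fig. 2 were chosen only after the results were seen.

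In the pools, the largest differences from the controls lay in genes of salivary secretion, of which some rose and some fell. The 18 genes on the submandibular and sublingual list, written with the paper's figures known, had medians of 4.22, 4.95, 1.19, 4.64, and 3.97 at 0.05, 0.5, 1.4, 11, and 32 Gy on the log2 scale (jointly 4.39 and 5.11 at the separately normalized 0.05 and 0.5 Gy), and the parotid genes −3.13, −2.61, −3.64, −2.26, and −2.63 (jointly −2.76 and −2.21). The directions do not divide strictly by gland, since Smr3a, a submandibular gene outside that list, fell (−7.81 at 0.05 Gy, jointly −7.69). Skeletal muscle genes were higher at every dose. Genes of thyroid follicular cells lay near background, 9 of 13 being detected on no array, so that these arrays say little about the thyroid epithelium itself, and it was not tested here how much of each pool was thyroid.

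Mitochondrial and brown fat genes fell most at 0.5 Gy, with medians of −1.16 for complex I and −1.92 for brown adipose tissue, and after joint normalization still −0.70 and −1.39. Of 24 p53 targets, limma called 7 and 11 lower at 0.05 and 0.5 Gy (1 and 1 jointly, with 1 and 1 higher), 1 lower at 11 Gy, and 1 higher at each of 1.4, 11, and 32 Gy, and camera passed its threshold at no dose (adjusted p from 0.0606 to 0.458).

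More probes differed from the controls at 0.05 and 0.5 Gy (4300 and 4313) than at 1.4, 11, and 32 Gy (786, 849, and 644), and 93.8 and 91.1% of them were lower. The median ratio of detected probes was −0.45 and −0.43 at these 2 doses and −0.03 and −0.01 jointly. The separate normalization of these arrays may account for the lower share, which fell to at most 51.5% after joint normalization. Joint normalization gives all arrays 1 distribution, however, and would also remove a real fall of many genes, so this drop cannot decide between them. Before any normalization, the 75th percentile of the arrays was 138.5 to 168.6 at 0.05 Gy and 194.5 to 213.9 at 0.5 Gy, against 153.8 to 191 in the controls. At 0.5 Gy it thus lay above every control array, and only in the authors' normalized values below them (170.8 against 232.4). For 0.5 Gy, this argues against a fall already present in the raw signals. At 0.05 Gy, the raw ranges overlap and decide nothing. Raw signals are not scaled between arrays, so a real fall is not excluded. A weaker response at the higher doses stays open for the larger number, of which 0.05 and 0.5 Gy kept at least 1.96 times the mean of the other doses jointly, but a difference between pools was not tested here. A batch of arrays and the 2 doses cannot be told apart, since the arrays of 0.05 and 0.5 Gy form a set of their own. Jointly, the fewest probes for 2 irradiated pools across the sets, 232, differed between 0.05 and 11 Gy, 0.866 times the 268 between 0.05 and 0.5 Gy. The other pairs across the sets had more, with 1714 and 394 for 1.4 and 32 Gy against 0.05 Gy. Against 0.5 Gy, it was 2470, 667, and 1095 for 1.4, 11, and 32 Gy. The 183 between 11 and 32 Gy decide nothing, as these share a set too.

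Against the control pool, 153 probes were called at all 5 doses (142 jointly). Differences between pools that do not follow irradiation stay open as an explanation. Jointly, the pool of 1.4 Gy differed from the 5 other pools in 302 probes, and those of 0.05, 0.5, 11, and 32 Gy in 29, 177, 19, and 51, against 142 for the control pool. Since each pool also had its own dose, these counts cannot separate such differences from responses to single doses. Salivary gland, muscle, or fat carried into the pools in unequal amounts and a response to irradiation cannot be told apart here. Of the detected tissue genes, 38 of 83 were called at all doses, 33.9 times the share of all detected probes. The lists were written with the paper's figures known, however, and 39 of these genes stand in its Fig. 2 of genes changed at all doses. Without those, 2 of 44 were called, 3.36 times that share (jointly 1.81). Of the 39 in Fig. 2, 36 were called, so leaving them out lowers the share in advance. The share of the rest therefore cannot weigh for or against carried-over tissue. For brown fat it was 0 of 10 genes in limma. In the control pool, 10 of 18 submandibular, 10 of 12 parotid, 9 of 17 duct and acinar, 21 of 29 muscle, and 10 of 13 brown fat genes were detected too, at log2 levels up to 15.00 (Dnase1). With 1 pool per group, a response in salivary tissue was not tested.

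With 3 arrays against 3, there are 10 splits, too few for a share under 0.05. In each of the 15 comparisons of 2 pools, 1 split, the real one, gave the count found: 4300, 4313, 786, 849, and 644 for 0.05, 0.5, 1.4, 11, and 32 Gy against the controls, 263, 4889, 3145, and 3403 for 0.5, 1.4, 11, and 32 Gy against 0.05 Gy, 4972, 3274, and 3561 for 1.4, 11, and 32 Gy against 0.5 Gy, 1624 and 929 for 11 and 32 Gy against 1.4 Gy, and 220 for 32 against 11 Gy. The highest other split gave 0 probes in limma in all 15.

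Of 30 named genes with several probes, the calls differed between probes for 14, and for none in opposite directions. The lowest log2 level of a probe detected on the control arrays was 7.07, against a median of 6.86 over all probes there.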
